# Antibody-secreting cell destiny emerges during the initial stages of B-cell activation

**DOI:** 10.1038/s41467-020-17798-x

**Published:** 2020-08-10

**Authors:** Christopher D. Scharer, Dillon G. Patterson, Tian Mi, Madeline J. Price, Sakeenah L. Hicks, Jeremy M. Boss

**Keywords:** Humoral immunity, Epigenetics in immune cells, Plasma cells, Transcriptomics

## Abstract

Upon stimulation, B cells assume heterogeneous cell fates, with only a fraction differentiating into antibody-secreting cells (ASC). Here we investigate B cell fate programming and heterogeneity during ASC differentiation using T cell-independent models. We find that maximal ASC induction requires at least eight cell divisions in vivo, with BLIMP-1 being required for differentiation at division eight. Single cell RNA-sequencing of activated B cells and construction of differentiation trajectories reveal an early cell fate bifurcation. The ASC-destined branch requires induction of IRF4, MYC-target genes, and oxidative phosphorylation, with the loss of CD62L expression serving as a potential early marker of ASC fate commitment. Meanwhile, the non-ASC branch expresses an inflammatory signature, and maintains B cell fate programming. Finally, ASC can be further subseted based on their differential responses to ER-stress, indicating multiple development branch points. Our data thus define the cell division kinetics of B cell differentiation in vivo, and identify the molecular trajectories of B cell fate and ASC formation.

## Abstract (web summary)

The development of activated B cells into antibody-secreting cells (ASC) is a critical step for humoral immunity. Here the authors show, using adoptive transfers and single cell RNA sequencing, that commitment to ASC occurs soon following B cell activation, and is coordinated by specific transcriptome programs and proliferation kinetics.

## Introduction

Many pathogens are subject to immunological control via the generation of antibody-secreting cells (ASC) or plasma cells. After being activated by external stimuli, resting naive B (nB) cells rapidly proliferate, and it is now appreciated that cell division is an essential component of ASC differentiation^1,2^. A core feature of the humoral immune response is the predictable kinetics of B-cell expansion and differentiation^3^. Ex vivo, a stochastic model of differentiation predicts population level immune responses, while accounting for differentiation heterogeneity between individual cells^4–7^. Part of the mechanism is dependent on the expression levels of MYC, which is influenced by immune stimulation, where MYC functions as a division-independent temporal timer controlling the number of cell divisions^8–10^. Importantly, examination of the cell fate outcomes of individual cells indicated that sibling cells have similar fates compared to unrelated cells that have undergone the same number of divisions^5,6^. Thus, considerable heterogeneity exists between responding B cells but the differences in transcriptional programming that drives this heterogeneity is unknown.

In addition to cell division, ASC differentiation requires the coordinated regulation of hundreds of genes, ultimately demanding differentiating cells to extinguish the B-cell program and initiate the ASC program^11,12^. In vivo, transcriptional rewiring and epigenetic remodeling^13^ occur within the framework of cell division^14–18^. For example, DNA hypomethylation events occur in ASC predominately at enhancers and this is accompanied by a change in chromatin accessibility and gene expression^14,16^. Reciprocally, de novo DNA methylation is critical for limiting B-cell activation and plasma cell differentiation^19^. Epigenetic chromatin modifiers, including EZH2 and LSD1, alter the division and differentiation kinetics of B cells in vivo^15,20^. While these studies underscore the importance of epigenetic reprogramming during B-cell differentiation and how these reprogramming events help coordinate the appropriate ASC transcriptional program, they have not examined how cellular division and differentiation occur at the single cell (sc) level.

Using scRNA-seq, we explore the molecular reprogramming that lead to heterogenous cell fate outcomes during B-cell differentiation to T cell-independent antigens in vivo. We find that B-cell differentiation in vivo requires a minimum of eight cell divisions in the absence of cell extrinsic signals. In addition, we define a path to ASC that reveal an early decision point, with one branch leading to ASC differentiation that is dependent on IRF4. Cells that follow this branch induce gene sets that included oxidative phosphorylation (OXPHOS), cell proliferation based on MYC, and ultimately endoplasmic reticulum (ER)-stress responses. Cells that follow the second branch induced inflammatory gene sets and fail to downregulate L-selectin (CD62L) and form ASCs. Thus, we provide a molecular path that defines the variation in cell fate decision making that is required to form an ASC.

## Results

### Cell division is critical for in vivo B-cell differentiation

The modeling of B-cell differentiation kinetics in the context of cell division has largely been performed using ex vivo stimulated cells^4–6,8,9,21–23^. To better understand the kinetics of cell division with the timing of B-cell differentiation in vivo, we used an adoptive transfer model. Here, CellTrace Violet (CTV)-labeled splenic CD43^–^ B cells from CD45.2^+^ donor mice were transferred to CD45.1^+^ μMT mice. After 1 day, host μMT were inoculated with 50 μg of LPS and cell division/differentiation was assessed by the expression of the surface proteoglycan molecule Syndecan-1 (CD138)^24,25^ in a detailed time course over the next 3 days^16^. At 24 h, no division was observed, defining a minimum lag time before responding cells begin dividing (Fig. 1a). Between 48 and 54 h, a maximum of seven cell divisions were observed with no significant increase in the percentage of CD138^+^ cells. However, by 60 h, a small fraction of the cells divided at least eight times and the first CD138^+^ cells were observed (Fig. 1a). At 72 h, more cells reached or exceeded the eight division, corresponding to a peak in CD138^+^ cells or ASC (Fig. 1b). As such, ASC differentiation corresponds with the time it takes for responding B cells to reach division 8 (Fig. 1c). Mice that received CTV-labeled cells and no LPS displayed background, homeostatic levels of proliferation and differentiation at 72 h (Fig. 1a).

**Fig. 1:**
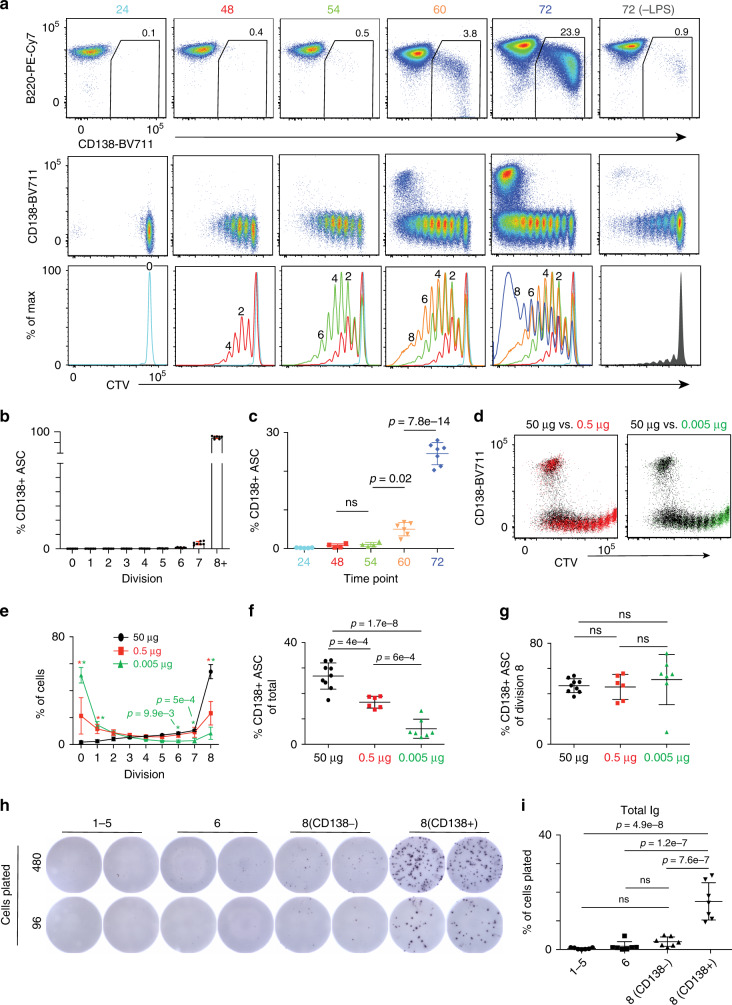
Cell division mapping of ASC differentiation in vivo. **a** Representative flow cytometry plots of B220 versus CD138 (top), CD138 versus CTV (middle), and CTV histograms (bottom) at the indicated time points following in vivo LPS inoculation. The percentage of total CD138^+^ cells is indicated in the top row. **b** Frequency of CD138^+^ cells at each division at 72 h. **c** Frequency of CD138^+^ cells at each time point. **d** Representative flow cytometry of CD138 versus CTV plots 72 h after μMT hosts were challenged with 50 μg (black), 0.5 μg (red), or 0.005 μg (green) of LPS. **e** Frequency of transferred cells at each division for each dose. Red or green asterisk indicates significance of *P* < 0.0001 between 50 versus 0.5 μg and 50 versus 0.005 μg, respectively, unless otherwise stated. **f** The percentage of total CD138^+^ cells is shown for samples from (**e**). **g** The percentage of division 8 cells that are CD138^+^ is shown for samples from (**e**). **h** Representative images of total Ig ELISPOTs on cells sorted from division 1–5, 6, or 8 (CD138^–^ or CD138^+^) 72 h post LPS challenge from one mouse. **i** ELISPOTs from (**h**) were quantitated as the percentage of total cells plated that formed ASC. Data in (**a**–**c**) are representative of three independent experiments containing 24 h (*n* = 5), 48 h (*n* = 4), 54 h (*n* = 4), 60 h (*n* = 6), and 72 h (*n* = 7) mice. Data in (**d**–**g**) were derived from three independent experiments with 50 μg (*n* = 9), 0.5 μg (*n* = 6), and 0.005 μg (*n* = 7) mice. Data in (**h**–**i**) were derived from two independent experiments from seven total mice. Data in (**b**, **c**, **e**–**g**, **i**) represent mean ± SD. Statistical significance in (**e**) was determined by a two-way ANOVA with Tukey’s post test for multiple comparisons. Statistical significance for (**c**, **f**, **g**, **i**) was determined by one-way ANOVA with Tukey’s post test for multiple comparisons. Source data are provided as a Source Data file.

To determine whether LPS dosage influenced in vivo ASC differentiation, a dose comparison covering a 10,000-fold range was performed. At all doses, a minimum of eight divisions were still required for ASC formation (Fig. 1d). Similar to ex vivo differentiation^8^, lower dosages impacted the magnitude of the overall response, ultimately resulting in fewer cells reaching division 8 and forming ASC (Fig. 1e, f). However, for cells reaching division 8, the same proportion differentiates to ASC (Fig. 1g). Thus, these data indicate that in vivo LPS dosage affects the number of responding B cells, but not the requirement of eight divisions for ASC formation. Finally, to confirm that only the CD138^+^ cells at division 8 were indeed ASC, we performed ELISPOT assays on cells sorted from divisions 1–5, 6, and 8. Division 8 cells were split based on CD138 expression. Only cells that had reached division 8 and were CD138^+^ secreted robust levels of antibodies (Fig. 1h, i). Although not all CD138^+^ cells formed spots, this was not unexpected as a loss in secretion of some cells has been observed in ELISPOT assays following cell sorting^26^.

### B cell division kinetics for T-independent stimuli

To determine whether similar division and differentiation kinetics were observed in a wild-type (WT) host setting, CTV-labeled B cells from CD45.1^+^ donor mice were transferred into CD45.2^+^ C57BL/6J WT hosts. After 1 day, hosts were inoculated with 50 μg LPS and division/differentiation was assessed on day 3. In WT hosts, we found the cell division kinetics of ASC differentiation to be altered such that CD138^+^ cells were predominantly observed in division 8 but were also observed as early as division 3 (Fig. 2a). To determine if the observed differences in differentiation kinetics were due to cell extrinsic effects from host cells also responding to LPS, the adoptive transfer was repeated using *Myd88*-deficient hosts (MYD88^–/–^) that cannot respond to LPS^27^. In MYD88^–/–^ hosts, cell division and differentiation kinetics closely resembled what we observed for μMT hosts, with CD138^+^ cells in division 8, as well as a similar distribution of cells across all divisions (Fig. 2b). This suggests that cell extrinsic effects from LPS-responding host cells can impact the division in which differentiation occurs.

**Fig. 2:**
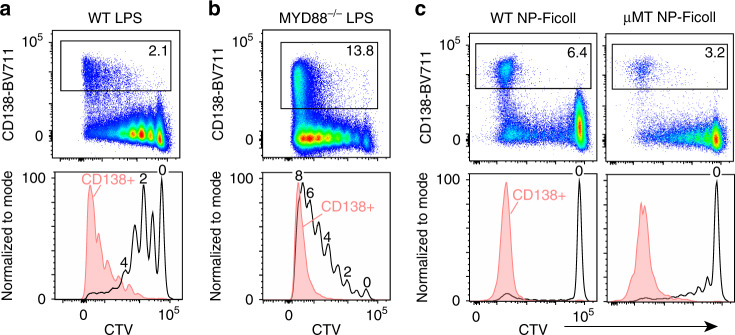
T-independent type I and II antigens reveal similar division requirements. Representative flow cytometry of CD138 versus CTV plots (top) and CTV histograms (bottom) 72 h post immune challenge for **a** WT hosts challenged with 50 μg of LPS; **b** MYD88^–/–^ hosts challenged with 50 μg of LPS; **c** WT hosts (left) or μMT hosts (right) challenged with 50 μg of NP-Ficoll. Black CTV histograms represent distribution of total transferred cells, while solid red CTV histograms represent CD138^+^ cells. Gating and percentage of CD138^+^ cells are indicated in the top row. Data in (**a**, **c**) for WT hosts are representative examples from three independent experiments and six total mice each. Data in (**b**) are representative of two independent experiments with six total mice. Data in (**c**) for μMT host are representative of two independent experiments with six total mice.

To determine whether similar division kinetics were observed for other stimuli, adoptive transfers using WT and μMT hosts were performed followed by challenge with the T cell-independent type II antigen 4-hydroxy-3-nitrophenylacetyl (NP)-Ficoll. Here, a similar division/differentiation requirement in these mice as seen in μMT and MYD88^–/–^ hosts challenged with LPS was observed (Fig. 2c). Collectively, these results indicate that there is a similar cell division requirement during B-cell differentiation in response to T cell-independent type I and II antigens.

### BLIMP-1-dependent reprogramming is defective at division 8

The transcription factor BLIMP-1, encoded by *Prdm1*, is essential for ASC differentiation^28^ but is dispensable for the early proliferative phase of activated B cells (actB)^17^. Similar to previous results^17^, adoptive transfers using CTV-labeled *Cd19*^Cre/+^*Prdm1*^fl/fl^ (BcKO) or *Prdm1*^fl/fl^ (Ctrl) splenic B cells followed by stimulation with LPS as above revealed that BcKO B cells divided the same number of times and were distributed similarly across the divisions compared to Ctrl B cells (Fig. 3a). However, no CD138^+^ ASC were observed in the BcKO adoptive transfer, despite cells reaching the eight division. To explore the timing and extent of BLIMP-1-dependent reprogramming with respect to division number, we FACS isolated and performed RNA-seq on Ctrl and BcKO responding B cells from divisions 0, 1, 3, 5, as well as cells in the eight division that were CD138^–^ (8−) and from Ctrl mice, CD138^+^ division 8 (8+) cells. 

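Splenic B cells of Prdm1-floxed mice without Cre (Ctrl) and with Cre expressed from the Cd19 locus (BcKO) were labelled with CellTrace Violet, a dye that is diluted at each division. They were transferred into host mice and recovered 72 h after 50 μg of LPS, a bacterial ligand that activates B cells without T cell help. CD138 (syndecan-1, encoded by Sdc1) is the surface marker that separates antibody-secreting cells from the other divided cells. For each of 34 libraries, 1000 cells of a single division were sorted and their polyadenylated RNA was amplified and sequenced as paired ends. Ctrl cells gave 2 libraries in division 0, 2 in division 1, 3 in division 3, 3 in division 5, 2 in 8− and 3 in 8+. BcKO cells gave 3, 4, 4, 4 and 4 libraries in divisions 0, 1, 3, 5 and 8−. These are the group sizes of the legend to Fig. 3. The sample labels assign the libraries to 3 Ctrl and 4 BcKO mice. Each library within a group came from a different mouse.

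The authors mapped the reads to the mm9 genome, removed duplicate reads and summed the reads over the exons of each gene. They deposited FPKM (fragments per kilobase and 1000000 mapped fragments) of the 10532 genes that passed their detection filter. No read totals accompany these values, so the depth of the libraries is unknown. The FPKM of the genes in the table summed to between 376971 and 416831 per library. Libraries of the same group correlated across genes with a Pearson's r of 0.974 to 0.996 on the log2 scale (39 pairs), and 0 pairs of libraries held identical values. No gene of the immunoglobulin loci was found in the table by its symbol, so the transcripts of the antibody itself are not described here.

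Differences were tested with limma on log2(FPKM + 1), with a mean for each of the 11 groups and a shared estimate of the spread. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 with an absolute log2 fold change above 1, the thresholds of the paper's methods. The added 1 understates the fold changes of genes with a low FPKM. Fold changes between genotypes are BcKO over Ctrl throughout. The groups of 2 Ctrl libraries in divisions 0, 1 and 8− limit the precision of the comparisons that use them.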

Similar increases in total mRNA content were observed irrespective of BLIMP-1 status (Fig. 3b). *Prdm1* expression was first detected in 8− and peaked in 8+ B cells following differentiation^16^. 

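Prdm1, which encodes BLIMP-1, had an FPKM of 1.09 ± 0.473 (SD, n = 2) in Ctrl division 0 and 0.924 ± 0.686 (n = 2) in division 1. It was 1.32 ± 0.785 (n = 3) in division 3 and 2.40 ± 0.108 (n = 3) in division 5. The FPKM was 7.00 ± 1.10 (n = 2) in Ctrl 8− cells and 44.2 ± 7.08 (n = 3) in 8+ cells. Prdm1 rose from Ctrl division 5 to Ctrl 8− by a log2 fold change of 1.23 (standard error 0.23, adjusted p = 0.00019 from limma). It was higher in 8+ than in division 5 by 3.72 (standard error 0.20, adjusted p = 9.9e-16). In BcKO cells its FPKM was 0.660 ± 0.120 (n = 3), 0.505 ± 0.214 (n = 4), 0.760 ± 0.274 (n = 4) and 0.830 ± 0.169 (n = 4) in divisions 0, 1, 3 and 5. BcKO 8− cells had 2.03 ± 0.215 (n = 4), a log2 fold change from Ctrl of −1.40 (standard error 0.22, adjusted p = 0.00034). The FPKM sums all exons of Prdm1, so transcripts of the floxed allele that keep other exons can still add to the BcKO values. With 4 BcKO against 2 Ctrl libraries, the smallest p that an exact permutation test allows in 8− is 0.0667, and Prdm1 reached it (two-sided).

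The gene that carries the Cre, Cd19, which encodes a co-receptor of the B cell antigen receptor, marks the BcKO genotype independently of Prdm1. Its FPKM was 429 ± 10.3 (n = 3) in BcKO and 708 ± 8.42 (n = 2) in Ctrl division 0. The log2 fold change lay between −0.77 and −0.68 in each of the 5 divisions compared. It had an adjusted p of 0.00026 in division 0, 2.1e-05 in division 1, 3.4e-06 in division 5 and 3.7e-05 in 8−. Ctrl mice carry no Cre, so BcKO and Ctrl also differ by the Cre and by the level of Cd19. In every comparison of the genotypes these cannot be told apart from the loss of Prdm1. Sdc1 itself had an FPKM of 0.545 ± 0.230 (n = 3) in Ctrl division 5, 1.37 ± 0.295 (n = 2) in Ctrl 8− and 58.2 ± 8.35 (n = 3) in Ctrl 8+ cells.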

Consistent with this expression pattern, the majority of differentially expressed genes (DEG) between Ctrl and BcKO were observed in 8− B cells (Fig. 3c). 

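Genes known from secretory cells and plasma cells were among those lower in BcKO than in Ctrl 8− cells. Bhlha15 (Mist1), a transcription factor of secretory cells, had an FPKM of 0.812 ± 0.222 (SD, n = 4) in BcKO and 5.35 ± 0.793 (n = 2) in Ctrl, a log2 fold change of −1.81 (standard error 0.20, adjusted p = 1.2e-05). Fam46c, a poly(A) polymerase abundant in plasma cells, had 4.31 ± 0.776 against 12.8 ± 2.35 (−1.38, adjusted p = 0.0015). Il2rb, the β chain of the interleukin-2 receptor, had 12.1 ± 3.49 against 32.9 ± 16.1 (−1.33, adjusted p = 0.019). The other called genes with a lower level in BcKO were Prdm1, Prg2 (−1.61), the heparan sulfate proteoglycan Sdc4 (−1.17), the actin regulator Coro2a (−1.05), the cytokine signalling inhibitor Socs2 (−1.02) and Hid1. The remaining 4 lower genes, Gm6455, Speer1, Gm6460 and 4933402N22Rik, are near-identical genes of the Speer family that can share reads and are uncertain as separate genes.

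Other genes had a higher level in BcKO 8− cells. Ifitm1, an interferon-induced membrane protein, had an FPKM of 9.39 ± 2.39 (n = 4) in BcKO and 0.992 ± 0.388 (n = 2) in Ctrl, a log2 fold change of 2.36 (standard error 0.29, adjusted p = 1.8e-05). The calcium-binding proteins S100a6 and S100a10 had log2 fold changes of 2.02 and 1.12, and the complement regulator Cd59a 1.68. The log2 fold change was 1.59 for the integrin chain Itgb7, 1.36 for the galectin Lgals3 and 1.29 for Pdcd1lg2 (PD-L2), a ligand of the inhibitory receptor PD-1. S1pr1 is a sphingosine-1-phosphate receptor that guides the exit of lymphocytes from lymphoid organs. It had 25.1 ± 2.68 against 11.2 ± 7.19 (1.23, adjusted p = 0.045), and S1pr4 had a log2 fold change of 1.11. Nid1, Snord35b, Smim24, Mgst2, Cd9, Stom, Grip2, Tcp11l2 and Rdh12 were also called.

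By limma, 31 genes were called between BcKO and Ctrl in 8− cells, 18 higher and 13 lower in BcKO. The counts were 1 gene in division 0, 2 in division 1, 1 in division 3 and 0 in division 5. At an adjusted p below 0.05 without the fold threshold, 120 genes passed in 8− (82 higher, 38 lower) and 5, 7, 4 and 1 in divisions 0, 1, 3 and 5. At an unadjusted p below 0.05 there were 854 genes in 8− and 851, 650, 594 and 324 in divisions 0, 1, 3 and 5, where 527 are expected by chance. The FPKM of BcKO and Ctrl did not overlap for 21.2% of genes in 8− (13.3% expected by chance) and for 3.54% in division 5 (5.71% by chance). The gene called in division 0 was Zap70, a kinase of T cell receptor signalling with an FPKM of 0.477 ± 0.223 (n = 3) in BcKO and 1.95 ± 0.414 (n = 2) in Ctrl. In division 1 these were S1pr2, a sphingosine-1-phosphate receptor of germinal centre B cells, and Aicda, the deaminase of class switching. S1pr2 had 9.83 ± 1.29 (n = 4) against 2.43 ± 0.379 (n = 2) and Aicda 15.1 ± 2.77 against 5.73 ± 3.51. In division 3, S100a6 had 18.7 ± 8.37 (n = 4) against 4.03 ± 1.90 (n = 3, adjusted p = 0.0498). With the mouse as a block, division 0 gave 2 genes in place of 1.

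The count in 8− rests on 2 Ctrl libraries. It was 78 without the Ctrl library of mouse 2010 (30 of the 31 among them) and 9 without that of mouse 2016 (7 of the 31). It was 15 without the mice whose sex label goes against the Y-linked Ddx3y. Leaving out single libraries in division 0 gave 258 genes without Ctrl mouse 2010, 5 without BcKO 2014 and 0 without BcKO 2011 or Ctrl 2015. In division 1 it gave 7 without Ctrl mouse 2015, 1 without BcKO 2011, 2014 or 2037 and 0 without Ctrl 2010. In division 3 it gave 4 without Ctrl mouse 2015 and 0 without Ctrl 2010 or 2016 or BcKO 2011, 2012 or 2037. In division 5 it gave 1 without Ctrl mouse 2010 or 2015.

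**Figure D1:**
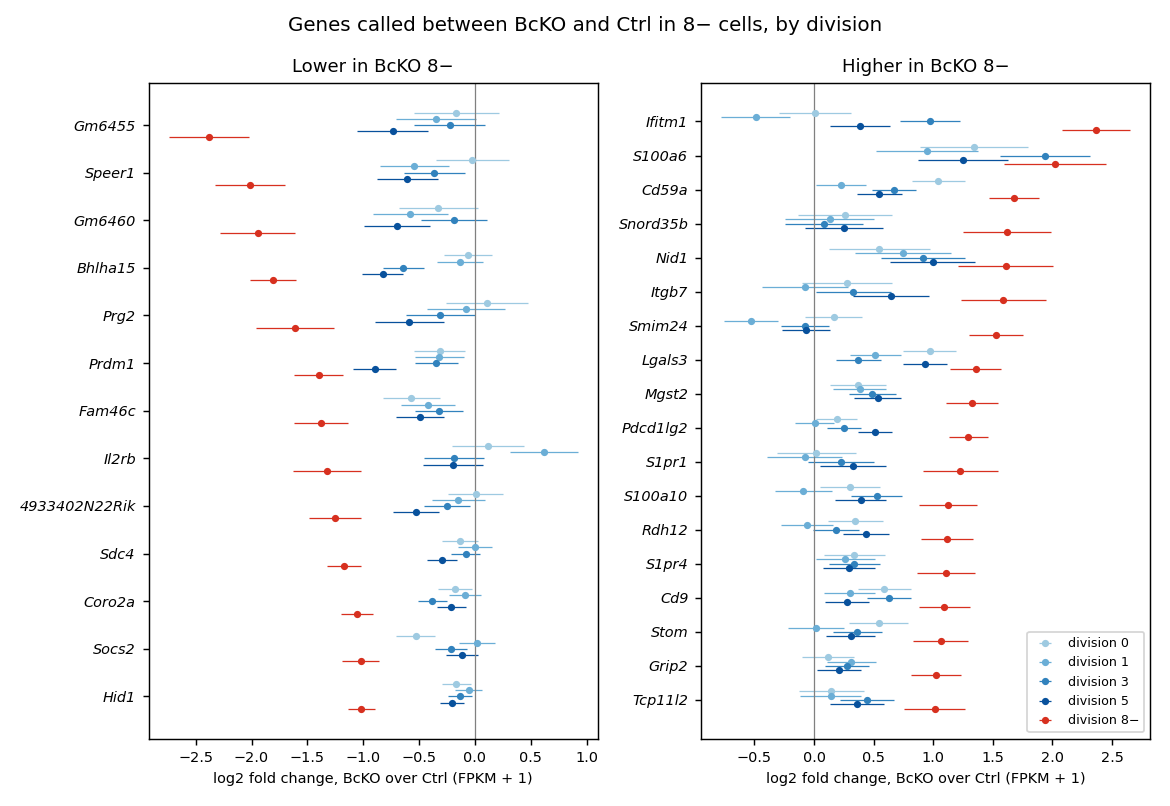
Log2 fold change (BcKO over Ctrl, on FPKM + 1) of the 31 genes called in 8− cells, with 13 lower genes on the left and 18 higher genes on the right. Points are estimates from limma in divisions 0, 1, 3, 5 and 8− and bars are their standard errors. The genes were chosen for their difference in 8− (red).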

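Of 19 measured antibody-secreting cell factors and markers, Prdm1 was called lower in BcKO 8− cells and none was higher (also 1 lower when adjusted over the list alone), and 4 were lower at an adjusted p below 0.05. Sdc1 was among these, with an FPKM of 0.313 ± 0.0624 (SD, n = 4) in BcKO 8− cells. As a group these genes were lower than the other genes (camera, adjusted p = 1.27e-06, and 0.0304 with an estimated correlation). The list holds Prdm1, which is deleted in BcKO, and Xbp1, Irf4 and Ell2, which the paper shows for these same libraries. It was not tested without these genes, and 12 of its 19 estimates were below 0. The 29 endoplasmic reticulum chaperones and genes of the unfolded protein response, which fold secreted proteins, had 25 estimates below 0 and 0 called genes (0 when adjusted over the list alone, by limma). They were lower as a group (adjusted p = 2.58e-06, and 0.0410 with an estimated correlation). The chaperone Hspa5 (BiP) had 563 ± 19.0 in BcKO and 666 ± 36.2 (n = 2) in Ctrl (log2 fold change −0.24, adjusted p = 0.18). Of 43 genes of the secretory pathway, 33 had estimates below 0 and 0 were called (0 when adjusted over the list alone). Srpr, the receptor of the signal recognition particle, had a log2 fold change of −0.33 (adjusted p = 0.042). The list was lower as a group (adjusted p = 5.79e-05, but adjusted p = 0.0917 with an estimated correlation).

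The 12 targets that BLIMP-1 is known to repress were higher as a group in BcKO 8− cells (adjusted p = 0.00572, but adjusted p = 0.190 with an estimated correlation). Among them Cd79b, a signalling chain of the B cell antigen receptor, had 494 ± 42.6 (n = 4) against 339 ± 61.0 (n = 2), with a log2 fold change of 0.55 (adjusted p = 0.014), and 0 were called (0 when adjusted over the list alone). The B cell identity genes, of which 22 of 33 had estimates above 0, had an adjusted p of 0.0613 and include Cd19, which carries the Cre and was lower. Most of the 12 targets, among them Cd79b, are also in this list, so these results are not independent. The 36 MYC targets and genes of ribosome biogenesis were lower (adjusted p = 0.00295, but adjusted p = 0.620 with an estimated correlation). The 63 genes of oxidative phosphorylation were higher (adjusted p = 0.0417, but adjusted p = 0.816 with an estimated correlation). Both lists had 0 called members, 0 when adjusted over the list alone, and medians of −0.08 and 0.05. For oxidative phosphorylation the direction turned without the Ctrl 8− library of mouse 2010 (adjusted p = 0.833).

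Of the markers of other cell types, the 4 measured genes of dendritic and NK cells were lower in BcKO 8− cells as a group (adjusted p = 0.00145, and 0.0304 with an estimated correlation), with Flt3 at 30.2 ± 3.06 against 40.4 ± 4.64 (adjusted p = 0.17). Markers of T cells, myeloid cells and erythroid cells or platelets had adjusted p of 0.669, 0.555 and 0.209. The adjusted p was 0.964 for MHC class II, lower by the test with a mean of 0.03 and a median of −0.02. In this list Cd86, a costimulatory ligand, had 48.2 ± 4.04 (n = 4) against 28.4 ± 8.02 (n = 2), a log2 fold change of 0.77 (adjusted p = 0.035). The adjusted p was 0.714 for the cell cycle, lower by the test with a mean of 0.01 and a median of 0.02. The remaining lists were activated B cell (0.104), the inflammatory response of the non-ASC branch (0.964) and stress of cell handling (0.0993).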

Principal component analysis (PCA) of all DEG separated samples primarily by division status with the largest variation between Ctrl and BcKO occurring in 8− cells. 

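Principal component analysis was run on the z-scores of log2(FPKM + 1) over the 34 genes called between BcKO and Ctrl in any division. The set includes Prdm1, Bhlha15 and Fam46c among the genes lower in BcKO and Ifitm1, Itgb7 and S1pr1 among those higher. PC1 held 59.6% and PC2 22.8% of the variance. On these components the centroids of Ctrl and BcKO lay 8.52 apart in 8− cells and 2.88, 1.86, 3.07 and 3.06 apart in divisions 0, 1, 3 and 5. The distance in 8− was thus 2.78 times the largest of the earlier divisions (SD 0.231 over the single BcKO 8− libraries, each taken against the Ctrl centroid). That SD leaves out the spread of the 2 Ctrl 8− libraries, whose single distances from the BcKO 8− centroid were 6.49 and 10.6 (ratios 2.12 and 3.44). Because 31 of the 34 genes were called in 8−, the choice of genes favours this division. With all 10532 genes in place of the called ones, PC2 held 13.1% of the variance. The centroids then lay 9.90 apart in 8− and 10.5 apart in division 0, and the ratio was 0.946 (SD 0.429 over the BcKO 8− libraries).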

(Fig. 3d). 

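When Ctrl cells became CD138+, genes of antibody secretion rose together. Of 19 measured antibody-secreting cell factors and markers, 16 were higher and 1 was lower in Ctrl 8+ than in Ctrl division 5 cells (the same counts when adjusted over the list alone, camera adjusted p = 1.38e-13, by limma). Xbp1, the transcription factor of the unfolded protein response, had an FPKM of 936 ± 68.2 (SD, n = 3) in Ctrl 8+ and 111 ± 6.70 (n = 3) in Ctrl division 5 cells, and Ell2, an elongation factor that promotes the secretory form of immunoglobulin RNA, had 118 ± 5.65 against 11.3 ± 0.338. Irf4, a transcription factor required for antibody-secreting cells, had 107 ± 9.64 against 13.2 ± 2.81, and Jchain, which joins polymeric antibodies, rose by a log2 fold change of 6.22. Of 29 endoplasmic reticulum chaperones and genes of the unfolded protein response, 22 rose and none fell (22 when adjusted over the list alone), including Hsp90b1 (2.16), Txndc5 (2.78) and Hyou1 (2.66). Of 43 genes of the secretory pathway 31 rose and none fell (31 when adjusted over the list alone), including the coat protein gene Sec24d (5.11) and the cargo receptor Lman1 (3.01).

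The CD138− cells of division 8 were compared with division 5 within each genotype. In Ctrl, Xbp1 rose to 146 ± 2.29 (n = 2), a log2 fold change of 0.39 (standard error 0.10, adjusted p = 0.0068), Irf4 to 23.0 ± 8.47 (0.73, adjusted p = 0.0056) and Ell2 to 16.5 ± 0.991 (0.52, adjusted p = 0.00092). In BcKO, Xbp1 had 98.1 ± 9.29 (n = 4) in division 5 and 95.0 ± 6.53 (n = 4) in 8− (−0.04, adjusted p = 0.72). Irf4 had 13.6 ± 1.16 and 13.6 ± 2.39 (−0.01, adjusted p = 0.97) and Ell2 had 9.87 ± 0.714 and 10.6 ± 0.447 (0.10, adjusted p = 0.40). Prdm1 rose in BcKO too, by 0.73 (adjusted p = 0.0019). Compared directly in 8− cells, BcKO differed from Ctrl by −0.62 for Xbp1 (standard error 0.10, adjusted p = 0.00071), −0.59 for Ell2 (standard error 0.11, adjusted p = 0.002) and −0.68 for Irf4 (standard error 0.19, adjusted p = 0.072). The difference between the genotypes in the change from division 5 to 8− was −0.44 for Xbp1, −0.74 for Irf4 and −0.42 for Ell2, each with an adjusted p of 1.00. The value for Irf4 in 8− rests on 2 Ctrl libraries of 29.0 and 17.0. It was −1.05 (adjusted p = 0.034) without mouse 2016 and −0.32 without mouse 2010.

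Other genes of the first list rose in both genotypes from division 5 to 8−. Jchain rose from 16.5 ± 9.74 to 100 ± 36.7 in Ctrl (log2 fold change 2.69) and from 7.71 ± 0.884 to 109 ± 28.9 in BcKO (3.63). Ly6c2 rose by 1.55 in both and Slamf7 by 1.00 in Ctrl and 1.25 in BcKO. Of the 19 genes of the list, 4 were called higher in Ctrl and 3 in BcKO (4 and 3 when adjusted over the list alone). At an adjusted p below 0.05 alone, 13 and 8 were higher. The list rose as a group in Ctrl (adjusted p = 1.45e-06, and 0.0242 with an estimated correlation) and in BcKO (adjusted p = 0.000759, but adjusted p = 0.0685 with an estimated correlation). The secretory pathway rose as a group in Ctrl (adjusted p = 5.46e-09, and 0.0217 with an estimated correlation) and in BcKO (adjusted p = 9.2e-07, and 0.0368 with an estimated correlation), with 20 and 19 members higher at an adjusted p below 0.05. The chaperones and the unfolded protein response rose as a group in Ctrl (adjusted p = 3.45e-05, and 0.0465 with an estimated correlation) and in BcKO (adjusted p = 0.00566, but adjusted p = 0.180 with an estimated correlation).

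**Figure D2:**
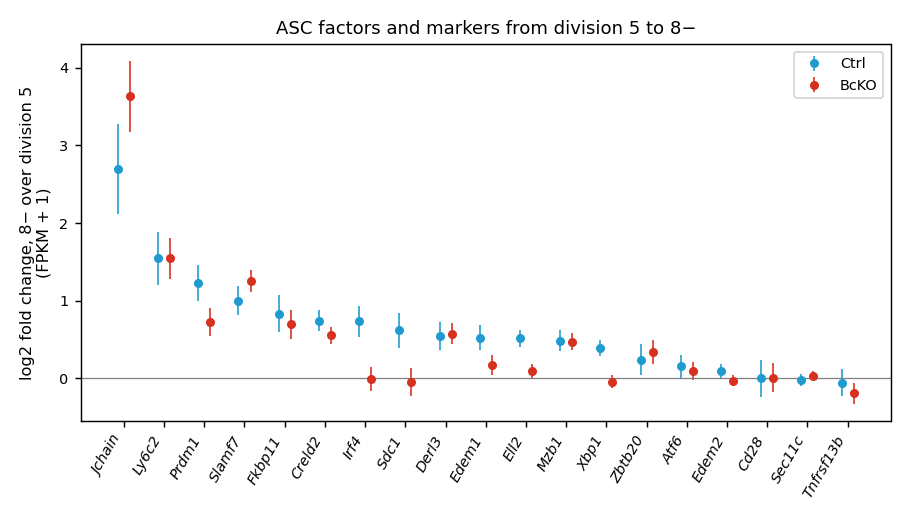
Log2 fold change from division 5 to 8− cells (on FPKM + 1) of the 19 measured antibody-secreting cell factors and markers in Ctrl (blue) and BcKO (red). Points are estimates from limma and bars their standard errors. Xbp1, Irf4, Sdc1 and Ell2 lie above 0 in Ctrl and near 0 in BcKO, while Jchain, Ly6c2 and Slamf7 lie above 0 in both.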

Examples of genes that failed to be induced in BcKO 8− cells included those that are known to be critical for ASC differentiation and regulated by BLIMP-1 such as *Xbp1*, *Irf4*, and *Ell2*^29,30^ (Fig. 3e). Thus, BLIMP-1-dependent reprogramming is initiated no earlier than division 5 with molecular defects observed in division 8 cells.

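In division 5, BcKO and Ctrl cells differed little by gene. Prdm1 had a log2 fold change of −0.90 (standard error 0.19, adjusted p = 0.18), with every BcKO library below every Ctrl library (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 3 libraries allow). Xbp1 and Ell2 had log2 fold changes of −0.18 and −0.17 and Irf4 of 0.06. The exact permutation p was 0.114 for Xbp1 and 0.0571 for Ell2. The 19 antibody-secreting cell factors and markers were lower as a group in division 5 (camera, adjusted p = 0.0327, but adjusted p = 0.361 with an estimated correlation), while the chaperones and the secretory pathway had adjusted p of 0.336 and 0.419. The first of these lists includes Prdm1 itself and was not tested without it. The myeloid markers were higher in BcKO (adjusted p = 0.0327, but adjusted p = 0.361 with an estimated correlation). In earlier divisions, MHC class II was lower in division 0 (adjusted p = 0.0314, but adjusted p = 0.584 with an estimated correlation). Oxidative phosphorylation was lower in division 1 (adjusted p = 0.000101, but adjusted p = 0.838 with an estimated correlation). In division 3, oxidative phosphorylation (6.41e-08), MYC targets and myeloid markers (0.0288 for both) were higher, each with an adjusted p = 0.870 with an estimated correlation.

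Of the 13 genes lower in BcKO 8− cells, 13 had estimates below 0 in division 5, with a median of −0.53 against −1.38 in 8−. Estimates below 0 were also seen for 13 of them in division 3 and for 10 in divisions 0 and 1. Of the 18 higher genes, 17 had estimates above 0 in division 5, with medians of 0.39 and 1.31, and 18, 12 and 17 had them in divisions 0, 1 and 3. None of the 31 had an adjusted p below 0.05 in division 5. The change of the genotype difference from division 5 to 8− was tested directly, and limma called 0 genes (324 at an unadjusted p below 0.05, where 527 are expected by chance). It called 2 with the mouse as a block with a random effect and 0 with a fixed effect. Without the Ctrl 8− library of mouse 2010 it called 5, without BcKO division 5 of mouse 2012 it called 2, and without BcKO 8− of mouse 2011 or Ctrl division 5 of mouse 2016 it called 1.

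The genes that differed in 8− cells are mostly genes that differ between Ctrl 8+ and Ctrl division 5 cells. That comparison spans further divisions as well as the gain of CD138. The overlap was not computed for Ctrl 8+ against Ctrl 8−. Of the 13 genes lower in BcKO 8− cells, 10 were higher in Ctrl 8+ than in Ctrl division 5 cells, among them Bhlha15, Fam46c, Socs2 and Hid1, where independent lists would share 0.949. The 10 include the 4 near-identical genes of the Speer family, which are not independent of each other, and Prdm1, which is deleted in BcKO. CD138+ cells carried into the Ctrl 8− sort would give the same overlap, and this stays open for these 10 genes (closing part). Of the 18 higher genes, 11 were lower in Ctrl 8+ cells, among them S100a6, S1pr1, S1pr4 and Pdcd1lg2, where 2.70 would be shared, and Cd9 was higher in both. Neither comparison uses a library of the other, although they share mice. The paper reports that most differentially expressed genes were found in 8− cells, that the genotypes varied most there on the principal components, and that genes such as Xbp1, Irf4 and Ell2 were not induced in BcKO 8− cells. The paper concludes that BLIMP-1-dependent reprogramming begins no earlier than division 5 and that its absence shows in division 8.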

**Fig. 3:**
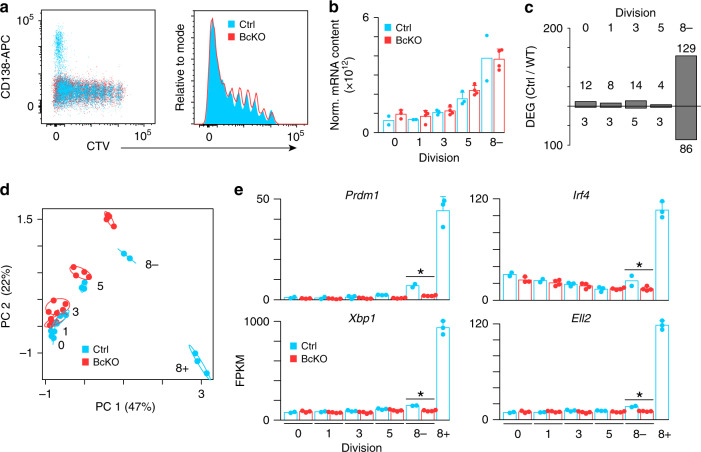
BLIMP-1-dependent transcriptional reprogramming is defective in division 8. (**a**) Representative flow cytometry analysis of *Prdm1*^fl/fl^ (Ctrl) and *Cd19*^Cre/+^*Prdm1*^fl/fl^ (BcKO) B cells 72 h after LPS inoculation. (**b**) ERCC normalized total mRNA content for samples from the indicated divisions sorted from (**a**). **c** Bar plot showing the number of differentially expressed genes (DEG) for the indicated division between Ctrl and BcKO B cells. **d** Principal component analysis of samples from (**b**) using all DEG. The location of cells in each division is labeled. Circles denote 99% confidence intervals for samples in each division. **e** Bar plot of expression of select genes from divisions 0, 1, 3, 5, 8^–^ and for Ctrl 8^+^. FPKM fragments per kilobase per million. Data in (**b**, **e**) represent mean ± SD and asterisk indicates statistical significance (FDR < 0.05) as determined by edgeR^59^. Data were derived from 2 to 4 individual mice as follows: Ctrl division 0 (*n* = 2), 1 (*n* = 2), 3 (*n* = 3), 5 (*n* = 3), 8− (*n* = 2), and 8+ (*n* = 3); BcKO division 0 (*n* = 3), 1 (*n* = 4), 3 (*n* = 4), 5 (*n* = 4), 8− (*n* = 4). Source data are provided as a Source Data file.

### ScRNA-seq captures a continuum of LPS-responding B cells

Molecular analysis of discrete divisions highlights the progressive epigenetic and transcriptional reprogramming that occur as B cells divide^14,16^. However, B cells respond asynchronously and only a fraction of B cells that make it to division 8 differentiate, indicating there may be additional mechanisms that instruct B-cell fate decisions. To resolve B-cell differentiation at a finer molecular resolution, we performed scRNA-seq on adoptively transferred cells in μMT hosts at 72 h post LPS challenge (Supplementary Fig. 1). In total, mRNA from 8368 B cells was sequenced from two independent mice. In agreement with the previous division data^16^, overall mRNA content increased among responding B cells (Supplementary Fig. 2). LPS-responding B cells were grouped into eight distinct clusters and visualized by *t*-distributed stochastic neighbor-embedded (*t*-SNE) projections (Fig. 4a). Hierarchical clustering of cells using the top 1000 DEG between all clusters indicated that cells in cluster 5 were the most transcriptionally distinct (Fig. 4b). Strikingly, we observed variation between individual cells within each cluster, revealing a heterogeneity not previously appreciated.

**Fig. 4:**
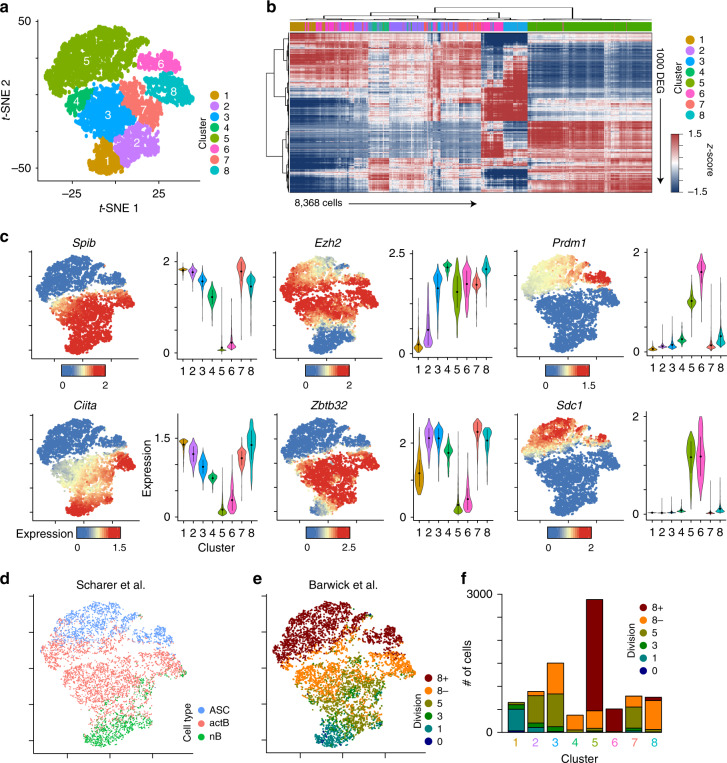
scRNA-seq reveals a continuum of heterogeneous LPS-responding B cells. **a***t*-SNE plot of 8368 WT cells responding to LPS showing eight distinct clusters of cells. **b** Heatmap showing hierarchical clustering of the top 1000 differentially expressed genes (DEG) between cells in each of the eight clusters from (**a**). Data represent *z*-score normalized MAGIC expression values. **c***t*-SNE plot (left) from (**a**) and violin plots (right) for each cluster showing the MAGIC gene expression data for the indicated gene. For violin plots, the dots represent the mean and lines represent first and third quartile ranges. **d***t*-SNE plot from (**a**) showing the annotation of each cell with naïve B cells (nB) and ex vivo differentiated activated B cells (actB) and ASC from Scharer et al.^14^. **e***t*-SNE plot from (**a**) showing the annotation of each cell with division sorted LPS-responding B cells from Barwick et al.^16^. **f** Bar plot quantitating the number of cells from each cluster annotated to specific divisions in (**e**). Data represent combined cells from two independent mice. Source data are provided as a Source Data file.

To assign clusters to cell types, we assessed the expression of both single genes that define B cells, actB cells and ASC^12^, as well as global transcriptome signatures of each purified population^14^. B-cell transcription factors, such as *Spib*, *Ciita*, and *Pax5*, were expressed in clusters 1–4 and 7–8 (Fig. 4c and Supplementary Fig. 2). ActB genes, such as *Zbtb32*, *Aicda*, and *Ezh2*, were expressed in clusters 2–4, 7, and 8. ASC genes, such as *Sdc1* (CD138), *Jchain*, and *Irf4*, were highly expressed in clusters 5 and 6. Using previously published RNA-seq datasets containing transcriptome profiles of CD43^–^ nB cells and ex vivo LPS-responding actB and ASC^14^, we assigned each cell to one of these three differentiation stages using a K-nearest neighbor (KNN) approach. Cluster 1 cells were classified as nB and those in clusters 2–4, 7, and 8 as actB (Fig. 4d). Cluster 5 and 6 cells were primarily classified as ASC with a subset of cluster 5 bearing hallmarks of actB. Importantly, the number of cells assigned to these clusters closely matched the frequency of CD138^+^ ASC observed by flow cytometry (Supplementary Fig. 2).

To further annotate the clusters with respect to cell division, we compared the transcriptional state of each cell to gene expression data for LPS-responding B cells at divisions 0, 1, 3, 5, and 8− and 8+^16^ using KNN. This analysis reaffirmed that cells assigned to cluster 1 represented those that were in the earliest stages of differentiation and cells assigned to clusters 5 and 6 represented B cells that have differentiated (Fig. 4e, f). Furthermore, we found that the transcriptome of cells assigned to actB aligned with gene expression data of LPS-responding B cells in divisions 3, 5, and 8−. These analyses indicate a continuum/progression of cellular differentiation from nB (cluster 1) through dividing actB (clusters 2–4, 7, and 8) to ASC (clusters 5 and 6), capturing the initial, intermediate, and end stages of B-cell differentiation in response to LPS.

### Pseudotime analysis defines divergent differentiation paths

To construct potential differentiation trajectories and understand the progression between cellular states, we computationally ordered cells along pseudotime^31^. Strikingly, this analysis revealed two distinct branch points as cells proceeded along pseudotime and differentiated from nB to ASC (Fig. 5a, b). Analyzing the branching trajectory with cell division assignments revealed that the first branch point bifurcated actB into two groups, with one branch proceeding to CD138^+^ ASC and the other remaining as B cells (Fig. 5b). We have termed these the ASC-destined and non-ASC branches, respectively. The ASC-destined branch includes clusters 5 and 6 and cells that are in division 8+ and possess all the hallmark features of ASC (Fig. 5b). The non-ASC branch terminates in clusters 7 and 8 and includes cells that have divided at least five to eight times but have not differentiated further. To corroborate these observations using different host and stimuli, B cells were adoptively transferred to WT hosts and stimulated with both LPS and NP-Ficoll. At 72 h, all responding cells were isolated and scRNA-seq was performed as above (Supplementary Fig. 1). For each dataset, a pseudotime trajectory was constructed and each cell assigned both a cell-division and cell-type phenotype as with the μMT host data. This analysis revealed the presence of a branch point that separated actB into an ASC-destined and non-ASC trajectory (Fig. 5c and Supplementary Fig. 2).

**Fig. 5:**
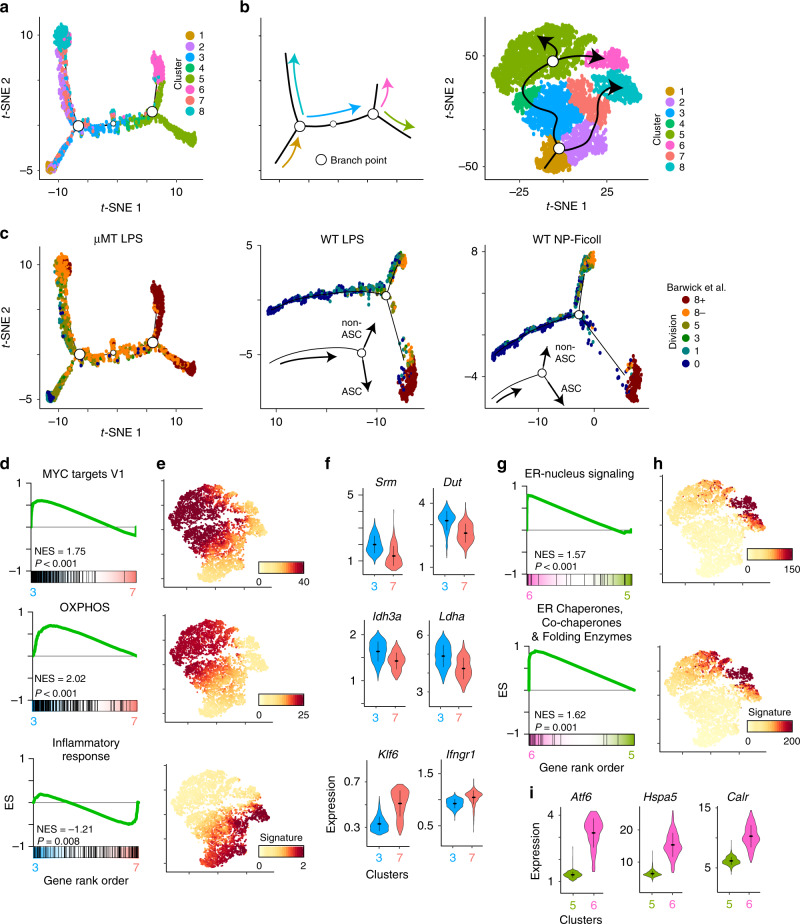
Pseudotime identifies divergent activated B-cell differentiation trajectories. **a***t*-SNE plot of pseudotime ordered cells from Fig. 4a showing the location of cells from each cluster. Open circles denote pseudotime branch points. **b** Schematic showing the pseudotime order of cells from (**a**) (left) and from the *t*-SNE plot from Fig. 4a (right). **c** Pseudotime *t*-SNE plot from (**a**) (left) or from scRNA-seq data on adoptively transferred cells responding to LPS (middle) or NP-Ficoll (right) in WT hosts showing cells annotated based on division sorted LPS-responding B cells from Barwick et al.^16^ (see Fig. 4e and Supplementary Fig. 1). Circles denote pseudotime branch points. **d** GSEA of the indicated datasets comparing the transcriptional profile between cells in clusters 3 and 7. **e***t*-SNE plot showing mean MAGIC expression levels for all Leading Edge genes from the GSEA gene set in (**d**). **f** Violin plots showing MAGIC expression levels for cells in clusters 3 and 7 for the indicated genes. Genes were chosen from the adjacent GSEA gene set from (**d**). Within each violin plot, the dots represent mean MAGIC expression levels and lines represent first and third quartile ranges. **g** GSEA of the indicated datasets comparing the transcriptional profile of cells in clusters 5 and 6. **h***t*-SNE plot showing mean MAGIC expression levels for all Leading Edge genes from the adjacent GSEA gene set in (**g**). The ER chaperones, co-chaperones, and folding enzymes gene set were described previously^34^. **i** Violin plots of select genes representative of gene sets in (**g**). WT LPS and WT NP-Ficoll scRNA-seq data in (**c**) represent combined cells from two independent mice. Significance for GSEA was calculated by permutation testing with *P* < 0.001 indicating the gene set was enriched over all 1000 permutations. Source data are provided as a Source Data file.

To identify the properties of the different branches, gene set enrichment analysis (GSEA)^32^ was performed on cell clusters just after the bifurcation point (clusters 3 and 7). This indicated that cells in the ASC-destined branch upregulated genes associated with MYC activation and OXPHOS (Fig. 5d–f), both of which are important for achieving the metabolic and catabolic requirements during plasma cell differentiation^17,33^. Examples within the ASC-destined trajectory include expression of *Srm*, *Dut*, *Idh3a*, and *Ldha*. Conversely, cells along the non-ASC branch displayed higher expression of genes, such as *Klf6* and *Ifngr1*, which were associated with an inflammatory response and were upregulated in cluster 7 and maintained in cluster 8.

A second branch point following CD138^+^ ASC differentiation was identified in the μMT dataset within clusters 5 and 6 (Fig. 5a–c). GSEA between these clusters indicated that cells in cluster 6 were enriched for genes involved in ER-to-nucleus signaling and ER chaperones, co-chaperones and folding enzymes^34^ (Fig. 5g, h). Examples of genes upregulated in cluster 6 included *Atf6*, *Hspa5*, and *Calr* (Fig. 5i). Although both clusters 5 and 6 have upregulated the ER stress response factor *Xbp1*, these data suggest that ASC in cluster 6 were under distinct ER stress.

### Multiple factors regulate the ASC-destined branch

To determine the transcription factors that might be guiding the first differentiation branch point, the SCENIC algorithm^35^, which predicts transcription factor activity, was used to analyze cells in clusters 3 and 7 (Fig. 6a). Correlation of the fold change in expression of transcription factors versus the fold change in that factor’s SCENIC score between clusters revealed a positive correlation between the data. Representing the non-ASC branch, cluster 7 cells were enriched for IRF9 and BACH2 expression and activities. Conversely, cluster 3 cells in the ASC-destined branch were enriched for KLF10, E2F1, and BATF activities. *Batf* was more highly expressed in clusters 3 and 4 compared to 7 and 8 and BATF target genes largely reflected this pattern of activity (Fig. 6b, c). Analysis of BATF target gene expression along pseudotime revealed that the majority were induced early and ultimately repressed and included *Aicda*, *Junb*, *Rela*, *Myc*, and *Batf* itself (Fig. 6d). This is consistent with evidence that BATF-deficient B cells proliferate but cannot class switch due to a failure to induce *Aicda*^36^. Further analysis of the BATF motifs identified by SCENIC above revealed that 35% were canonical AP-1 binding motifs, whereas 65% were AP-1:IRF composite element (AICE) motifs that can be bound by AP-1 family member BATF and IRF4^37^ (Fig. 6e). This suggested that BATF:IRF4 complexes may be important in programming the ASC-destined branch. Our scRNA-seq data revealed that *Irf4* expression peaked in the ASC clusters (5 and 6); however, low expression levels of *Irf4* were observed in early differentiating clusters 3, 4, 7 and 8 (Fig. 6f). Consistent with these data, intracellular staining of B cells responding to LPS in vivo indicated that IRF4 was initially upregulated after division 1 and highly upregulated in division 8+ cells (Fig. 6g).

**Fig. 6:**
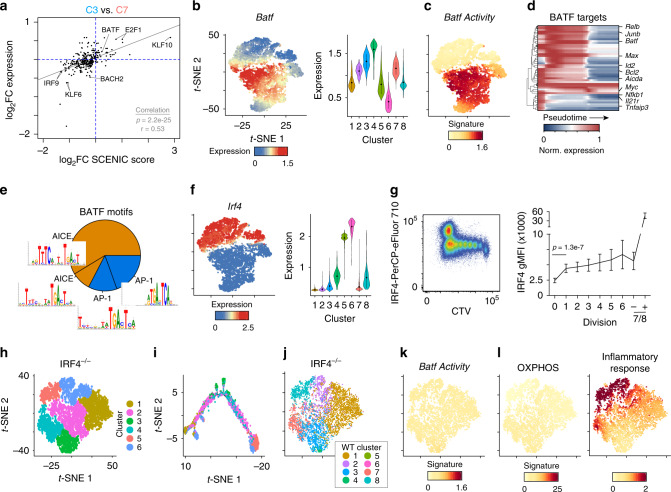
IRF4 is critical for establishing the ASC-destined branch transcriptional program. **a** Scatter plot showing the expression log_2_ fold change (log_2_FC) versus the log_2_FC in SCENIC activity score between cluster 3 versus 7 for each transcription factor. Gray line represents linear regression with significance determined by one-way ANOVA. Pearson’s *r* correlation is indicated. **b***t*-SNE plot (left) from Fig. 4a and violin plot (right) showing the MAGIC gene expression data for the indicated gene. For violin plots, dots represent mean and lines represent first and third quartile ranges. **c***t*-SNE plot showing mean MAGIC expression levels for BATF target genes determined by SCENIC. **d** Heatmap showing expression of 46 BATF target genes along pseudotime in WT cells. For each gene, the mean MAGIC expression level is normalized to the maximal value. **e** Pie chart representing the percentage of BATF target genes containing either the canonical AP-1 or composite IRF:AP-1 (AICE) motif. **f***t*-SNE plot (left) and violin plot (right) showing the MAGIC gene expression data for the indicated gene. For violin plots, the dots represent mean and lines represent first and third quartile ranges. **g** Representative flow cytometry (left) and geometric mean fluorescence intensity at each cell division (right) for intracellular staining of IRF4 levels versus CTV in LPS-responding B cells 72 h after LPS inoculation. Division 7/8 cells are subdivided into CD138 negative (−) and positive (+). Data represent mean ± SD and statistical significance determined by two-tailed Student’s *t* test. Data represent two independent experiments of nine mice. **h***t*-SNE plot of 6903 *Cd19*^Cre/+^*Irf4*^fl/fl^ (IRF4^–/–^) cells responding to LPS showing the location of six distinct cell clusters. Data represent combined cells from two independent mice. **i***t*-SNE plot of pseudotime ordered cells from (**h**) showing the location of cells from each cluster. **j***t*-SNE plot from (**h**) showing the annotation of each cell with a WT cluster from Fig. 4a. **k***t*-SNE plot from (**h**) showing mean MAGIC expression levels for BATF target genes as in (**c**). **l***t*-SNE plot from (**h**) showing mean MAGIC expression for Leading Edge genes from the indicated gene set (see Fig. 5e). Source data are provided as a Source Data file.

To explore the role of IRF4 in orchestrating B-cell differentiation trajectories in more detail, we adoptively transferred CTV-labeled *Cd19*^Cre/+^*Irf4*^fl/fl^ (IRF4^–/–^) B cells and performed scRNA-seq on all adoptively transferred cells at 72 h post LPS challenge. *t*-SNE projections revealed IRF4^–/–^ B cells grouped into six distinct clusters, with the majority of the cells assigned to clusters 1 and 2 (Fig. 6h). Consistent with a failure to produce ASC^38^, annotation of the IRF4^–/–^ cells against the bulk RNA-seq data found no match to ex vivo or in vivo ASC (Supplementary Fig. 3). The majority of IRF4^–/–^ cells matched gene expression profiles of naive and actB cells that corresponded to those in division 1, 3, or 5. Pseudotime analysis revealed a more linear trajectory (Fig. 6i and Supplementary Fig. 3). KNN was used to assign each IRF4^–/–^ cell to one of the eight WT scRNA-seq clusters. The majority of cells were assigned to the early clusters (1–3) as well as the two non-ASC branch clusters 7 and 8 (Fig. 6j), further indicating that the IRF4^–/–^ cells failed to initiate the ASC-destined differentiation branch observed in WT B cells. Analysis of BATF signature in the IRF4^–/–^ cells found a lack of BATF activity (Fig. 6k). In addition, IRF4^–/–^ cells displayed little increases in OXPHOS gene expression that was characteristic of the ASC-destined branch (Fig. 6l). Conversely, IRF4^–/–^ cells showed enrichment for inflammatory response genes that marked the non-ASC branch (Fig. 6l). Taken together, these data suggest that IRF4 is necessary to establish the ASC-destined differentiation branch during the actB stage.

### Loss of L-selectin marks B cells destined to become ASC

Given the divergent transcriptional programs of the ASC-destined and non-ASC branches, we sought to find markers that would allow separation of cells along either trajectory in vivo. L-selectin (CD62L) or *Sell* is a cell adhesion molecule that facilitates entry of lymphocytes into secondary lymphoid organs from the blood stream^39^ and is expressed as part of the inflammatory response signature that marked the non-ASC branch. Analysis of *Sell* expression in WT cells revealed high levels within clusters 7 and 8 of the non-ASC branch with progressively decreasing levels in the ASC-destined branch (clusters 3–6) (Fig. 7a, b). Similarly, *Sell* expression decreased along the ASC-destined branch in cells responding to LPS and NP-Ficoll in WT hosts. Confirming the scRNA-seq data, flow cytometry revealed that CD62L was ultimately repressed in CD138^+^ ASC in all three systems (Fig. 7c). Analysis of CTV-labeled LPS- or NP-Ficoll-responding B cells showed a gradual bifurcation in CD62L surface expression as B cells divided, with cells appearing to both maintain and lose expression as they progressed through the divisions (Fig. 7d). These data suggest that CD62L could be used to separate B cells committed to either differentiation branch. To test this, we FACS isolated LPS-responding B cells from division 8 that were CD62L^+^CD138^–^ (div8:non-ASC; cluster 8), CD62L^–^CD138^–^ (div8:ASC-destined; cluster 4), and as a positive control, CD138^+^ ASC that were also CD62L^–^ (clusters 5 and 6) (Fig. 7e). Furthermore, we isolated cells from divisions 5 and 6 CD62L^+^CD138^–^ (div5-6:non-ASC; cluster 2) and CD62L^–^CD138^–^ (div5-6:ASC-destined; cluster 3) representing early cells committed to each fate. Each group of cells was incubated in media without further stimulation and CD138^+^ ASC differentiation assessed by monitoring antibody secretion via ELISA over 48 h. Regardless of division, ASC-destined cells secreted significantly more antibody compared to non-ASC cells in the same division across all time points assayed (Fig. 7f). Importantly, because the ASC-destined cells in div5 and 6 secreted IgM, this indicated the div8:non-ASC cells were provided sufficient time to differentiate. Thus, CD62L surface expression can be leveraged to separate actB cells that are destined to become ASC.

**Fig. 7:**
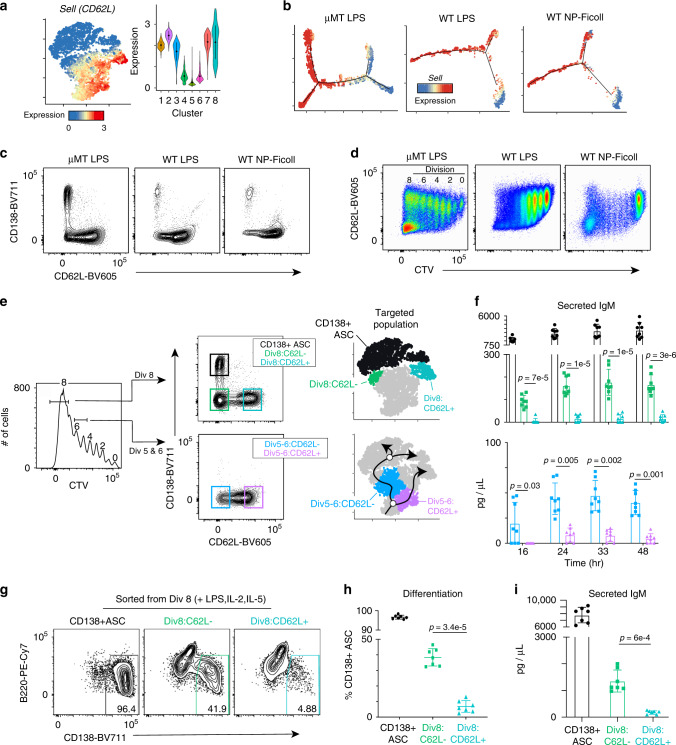
Loss of CD62L (L-selectin) delineates cells on the ASC-destined branch. **a***t*-SNE plot (left) from Fig. 4a and violin plot (right) for each cluster showing the MAGIC gene expression data for *Sell* (CD62L) in WT cells. For violin plots, the dots represent mean and lines represent first and third quartile ranges. **b***Sell* expression projected along pseudotime for each scRNA-seq dataset (see Fig. 5c). **c** Representative flow cytometry plot of CD138 versus CD62L for adoptively transferred cells from μMT hosts challenged with 50 μg of LPS (left), WT hosts challenged with 50 μg of LPS (middle), or WT hosts challenged with 50 μg of NP-Ficoll (right). All plots are 72 h after challenge. **d** Representative flow cytometry plot of CD62L versus CTV for each adoptive transfer setup described in (**c**). The division number is indicated in the left panel. **e** Representative FACS strategy for isolating ASC in clusters 5 and 6 (CD62L^–^CD138^+^ cells), ASC-destined cells in cluster 4 (div8:CD62L^–^CD138^–^), non-ASC-destined cells in cluster 8 (div8:CD62L^+^CD138^–^), ASC-destined cells in cluster 3 (CD62L^–^CD138^–^), and non-ASC-destined cells in cluster 2 (CD62L^+^CD138^–^). Cells were gated on division 5, 6, or 8 and then separated by CD138 and CD62L expression 72 h post LPS challenge. **f** IgM titers in culture over time for the indicated samples from division 8 (top) and divisions 5 and 6 (bottom). **g** Representative flow cytometry plot of B220 versus CD138 expression after 16 h of culture with LPS, IL-2, and IL-5 for the indicated samples. Percent of CD138^+^ ASC is indicated. **h** Percent of CD138^+^ cells and **i** IgM titers in culture for each sample. Data in (**f**, **h**, **i**) represent mean ± SD. Statistical significance in (**f**, **h**, **i**) was determined by paired two-tailed Student’s *t* tests. Data in (**f**) represent two independent experiments with a total of eight mice; data in (**g**–**i**) represent two independent experiments with a total of seven mice. Source data are provided as a Source Data file.

Finally, to determine if cells in division 8 on the non-ASC branch could be stimulated to differentiate, we sorted these cells, as well as div8:ASC-destined, and CD138+ ASCs. The cells were cultured for 16 h in the presence of LPS, IL-2, and IL-5 to induce their ex vivo differentiation^40^. ASC formation was assessed by flow cytometry and antibody secretion was monitored by ELISA. Div8:ASC-destined cells readily differentiated into CD138^+^ cells, whereas the div8:non-ASC cells produced tenfold fewer CD138^+^ cells (Fig. 7g, h). Consistent with these findings, Div8:ASC-destined cells secreted significantly more IgM into the culture media compared to div8:non-ASC cells (Fig. 7i). Thus, div8:non-ASC cells do not readily differentiate upon restimulation. Taken together, at early stages of B-cell differentiation, two distinct differentiation trajectories exist with only one leading to ASC.

## Discussion

Using multiple model systems, this study has defined the in vivo relationship between cell division and cellular heterogeneity during B-cell differentiation. B cells responding to T cell-independent type I and II antigens in the absence of cell extrinsic signals required eight cell divisions for CD138^+^ ASC differentiation. Strikingly, scRNA-seq of cells representing all stages of differentiation revealed a divergent actB program, with only a subset of B cells upregulating an IRF4-dependent transcriptional program that led to ASC formation. Cells along this ASC-destined branch downregulated CD62L and formed tenfold more ASC in culture compared to B cells that followed the alternative non-ASC branch. Together, these data define an early cell fate-decision branch point for ASC formation that occurs early in differentiating and dividing actB cells.

Comparing adoptive transfers using μMT, WT, or MYD88^–/–^ mice as hosts and immunizing with LPS revealed that cell extrinsic effects in WT mice can impact the cell division kinetics of B-cell differentiation. In contrast to μMT and MYD88^–/–^ hosts, CD138^+^ ASC differentiation in WT hosts was detected in earlier divisions and indicates that in WT hosts, other LPS-responding cells, such as macrophages and dendritic cells^41^, can influence B-cell differentiation. While these cells are present in μMT hosts, the splenic architecture is abnormal and may impact signals between cells^42^. When the B cell-specific stimulus NP-Ficoll was used, similar cell division/differentiation patterns were observed in both μMT and WT hosts. This indicates that the signaling downstream of toll-like receptor 4 signaling (via LPS) and B-cell receptor signaling (via NP-Ficoll) both initiate a conserved differentiation program that includes the same cell-division constraints. Despite the extrinsic effects observed in the WT hosts stimulated with LPS, the scRNA-seq data revealed a similar cell trajectory in each of the three differentiation models. This suggests that even if extrinsic effects modulate the cell division–differentiation relationship, the molecular reprogramming steps proceed along similar paths. Indeed, ASC-destined and non-ASC branches are observed for both stimuli with similar changes in gene expression, including increases in OXPHOS and MYC-target genes along the ASC-destined branch. Thus in the absence of cell extrinsic modulation, in vivo B-cell differentiation to T-independent type I and II antigens is orchestrated in a manner that requires at least eight cell divisions to fully attain the ASC program.

Our data support the quantal response model of B-cell differentiation to LPS, where the concentration of LPS affects the proportion of cells responding but does not affect the rate of ASC formation within each division^8^. While we cannot rule out that at low doses there is selective activation of B cells that are specific for LPS, our data indicate this all-or-none response to a T cell-independent antigen also occurs in vivo. Lower doses of LPS in vivo impacted the overall magnitude of the B-cell response, with fewer activated/dividing cells observed across the divisions. However, of the cells reaching division 8, the same percentage formed ASC. In contrast to the quantal response model, the kinetics of cell division and differentiation in response to a T cell-dependent antigen follow a distinct graded response model ex vivo, which can be modulated by amounts of CD40L^8^. In vivo, T cell-dependent responses are further complicated due to the complex dynamics of the germinal center reaction, cyclic reentry, and selection pressure for high affinity clones^43,44^. Using type I and type II T cell-independent stimuli, our scRNA-seq data demonstrate that B cells progress down similar ASC differentiation paths in response to both BCR and TLR signals. Thus, these data confirm key aspects of ex vivo differentiation models to TI antigens and add new cell division parameters to help predict adaptive immune responses in vivo.

Here, transcriptional heterogeneity was observed both within cells at the same division and among cells at distinct differentiation stages. Despite the observed heterogeneity, a consistent percentage of responding B cells forms ASC in an experimentally repeatable manner. Our data suggest that IRF4, in tandem with BATF at AICE DNA-binding elements, enforces early programming changes that drive a subset of B cells toward the ASC fate. The stochastic differentiation model predicts cell fate outcomes based on a probability distribution across the population of responding cells^45^ and can be applied here to the bifurcation of ASC-destined versus non-ASC cells observed in the scRNA-seq data. In fact, the concentration of IRF4 is critically important for determining B-cell fate^46–48^. Thus, the probability of inducing sufficient IRF4 expression to initiate the ASC-destined branch may be the same for each cell, with higher doses of LPS resulting in a greater number of cells being stimulated sufficiently to progress toward ASC.

One of the defining features of the ASC-destined branch was the loss of CD62L (L-selectin) expression. Thus, CD62L expression was used as a surface marker to distinguish subsets of actB cells along divergent differentiation trajectories. CD62L is an adhesion molecule that mediates leukocyte migration to secondary lymphoid tissues, and shedding of CD62L allows leukocytes to be redirected to sites of infection^39^. In addition to its role as an adhesion molecule, CD62L also plays a role in triggering cell signaling events^49^. In our system, CD62L expression distinguished ASC-destined cells as early as division 5. In fact, the small number of ELISPOTs observed in division 8 CD138^–^ cells may be due to cells that are continuing to differentiate during the ex vivo assay. The function of reduced CD62L could allow ASC-destined cells to remain in circulation where they could eventually home to the bone marrow for long-term survival. While the full role that CD62L plays in B-cell biology is not fully understood, our data demonstrate that it is a useful marker to distinguish actB cells destined to differentiate to ASC.

Trajectory analysis of B cells differentiating to LPS in μMT hosts identified a second bifurcation event following differentiation that split differentiated ASC into two groups. Cells assigned to ASC clusters 5 and 6 displayed all the hallmarks of ASC, including high expression of *Xbp1*, a transcription factor required for initiating the unfolded protein response^50,51^. This indicates that cells in both clusters had initiated the ASC transcriptional program to counter ER stress. However, *Atf6*, an ER stress sensor was highly expressed in cluster 6. This suggests that these cells may be under distinct ER stress compared to ASC in cluster 5. Support for this concept comes from data showing that in response to LPS stimulation, targets of ATF6 in the I.29 micro(+) B-cell line were upregulated later than other aspects of the unfolded protein response^52^. Although the same ASC bifurcation event was not observed from scRNA-seq when using WT hosts, this may be due to the timing in which the cells were harvested or limited by the numbers of ASCs generated and sequenced. Differences in the ability to regulate ER stress may provide a means to select for ASC that can adapt to the stress of Ig production and secretion.

Together, these data provide insight into the heterogeneity and cell division kinetics of B-cell differentiation in vivo and highlight an important IRF4-dependent bifurcation event that occurs early during actB reprogramming, with only a subset of B cells leading to ASC. This ASC-destined branch required an alignment of cellular proliferation and metabolic reprogramming events that enabled ASC formation and their ability to withstand the stress of high antibody production and secretion. The alternative non-ASC branch contained cells that were responding to inflammatory stimuli and may ultimately have a role in shaping immune responses. Ultimately, controlling which pathway cells follow could help in the therapeutic control of B cell-mediated immunity.

## Methods

### Mice and adoptive transfers

C57BL/6J (JAX; 000664), CD45.1 (JAX; 002014), *Cd19*^*C*re^ (JAX; 006785)^53^, *Irf4*^fl/fl^ (JAX; 009380)^38^, *Prdm1*^fl/fl^ (JAX; 008100)^54^, MYD88^–/–^ (JAX; 009088)^27^, and CD45.2 μMT mice (JAX; 002288)^42^ were purchased from The Jackson Laboratory and bred on site. CD45.2 μMT were bred onto the CD45.1 background to obtain homozygous CD45.1 μMT mice. Mice used in experiments were between 8 and 12 weeks of age, were age/gender matched, and all genders were equally represented throughout the experiments. For adoptive transfers/division assays, splenic CD43^–^ B cells were isolated using the Miltenyi B-cell Isolation Kit (Miltenyi; 130-090-862), which yielded equivalent proportions of B cells for all input populations in this study (Supplementary Fig. 4). Isolated B cells were stained with CTV per the manufacturer’s protocol, and 15 × 10^6^ CTV-labeled B cells were transferred to a disparate congenic μMT, MYD88^–/–^, or WT mouse (CD45.1 or CD45.2) intravenously. At 24 h post transfer, mice were inoculated with the indicated dose of LPS (Enzo Life Sciences; ALX-581-008) or 50 μg NP-Ficoll (Biosearch Technologies; F-1420-10) intravenously in 100 μl. Animals were randomly placed in experimental groups, and independent replicates of three or more were used for all phenotyping experiments. Experimental mice were euthanized via carbon dioxide asphyxiation in accordance with AVMA Guidelines, 2020 edition. Animals were housed in specific pathogen-free caging with 12 h light/dark cycles by the Emory Division of Animal Resources and all procedures were approved by the Emory Institutional Animal Care and Use Committee.

### Flow cytometry and cell sorting

For antibody staining, cells were resuspended at a concentration of 1 × 10^6^/100 μl in FACS buffer (1X PBS, 2 mM EDTA, and 1% BSA), stained with Fc Block (BD; 553141) for 15 min, antibody–fluorophore conjugates for 30 min, and then washed with 10 volumes of FACS buffer. For flow cytometry analyses all cells were fixed using 1% paraformaldehyde. For enrichment of adoptively transferred CD45.2 or CD45.1 congenically marked cells, splenocytes were stained with CD45.2-PE or CD45.1-PE, respectively, followed by immunomagnetic enrichment using anti-PE beads (Miltenyi, 130-097-054). For analysis of adoptive transfers into WT hosts, all cells were enriched prior to flow cytometry analysis. For scRNA-seq experiments from µMT hosts, all transferred cells were FACS isolated. For scRNA-seq experiments from WT hosts, cells in divisions 1–8 and division 0 were FACS isolated separately and mixed to achieve a final ratio of 95% responding (dividing cells, divisions 1–8) and 5% non-responding (undivided, division 0) cells (Supplementary Fig. 1). The following specific antibody–fluorochrome conjugates, with specific clones indicated in parentheses, and stains were used (Supplementary Data 1): Tonbo Biosciences, Inc.: CD45.1-FITC (A20), CD45.1-APC-Cy7 (A20), CD45.2-PE (104), and CD45.2-PerCPCy5.5 (104); BioLegend, Inc.: B220-PE-Cy7 (RA3-6B2), B220-A700 (RA3-6B2), CD138-APC (281-2), CD62L-PerCPCy5.5 (MEL-14), CD62L-BV605 (MEL-14), CD45.1-PE (A20), CD45.1-APC (A20), CD45.2-PE-Cy7 (104), CD45.2-FITC (104), CD45.2-APC (104), CD11b-APC-Cy7 (M1/70), F4/80-APC-Cy7 (BM8), CD90.2-APC-Cy7 (30H12), Zombie Yellow Fixable Viability Kit (Cat. #423104), and Zombie NIR Fixable Viability Kit (Cat. #423106); BD Biosciences, Inc.: CD138-BV711 (281-2); ThermoFisher, Inc.: IRF4-PerCPeFluor710 (3E4); Life Technologies, Inc.: CTV (Cat. #C34557). For intracellular staining of IRF4, the FIX & PERM Cell Permeabilization Kit (ThermoFisher; GAS003) was used per the manufacturer’s protocol. For all flow cytometry analysis, the following gating strategy was used (Supplementary Fig. 5): lymphocytes based on SSC-A and FSC-A, sc based on FSC-H and FSC-W, live cells based on exclusion of Zombie Yellow or Zombie NIR Fixable Viability Kit, and the markers CD11b^–^F4/80^–^CD90.2^–^ to remove non-B cell lineage cells. All flow cytometry data were collected on a LSR II or LSRFortessa (BD Biosciences) and analyzed using FlowJo v9.9.5 or FlowJo v10.6.2. Cell sorting was performed at the Emory Flow Cytometry Core or the Pediatrics and Winship Advanced Flow Cytometry Core using a FACSAria II (BD Biosciences) and BD FACSDiva software v8.0 (BD Biosciences).

### ELISPOT

ELISPOT plates (Millipore; MAHAS4510) were coated with 1 μg of capture antibody (SouthernBiotech; 1010-01) for 12 h, washed with PBS three times, and then blocked with B-cell media (RPMI 1640 supplemented with 10% heat-inactivated FBS, 0.05 mM 2-BME, 1X nonessential amino acids, 1X penicillin/streptomycin, 10 mM HEPES, and 1 mM sodium pyruvate) for >1 h. B cells were sorted directly into B-cell media and resuspended to desired volume/cell numbers for plating. A 1:2 dilutions series was performed, and 70 μl of the diluted cells was added to each well and incubated (37 °C, 5% CO_2_) for 5 h. Plates were then washed five times with PBS-T (1X PBS, 0.05% Tween-20) and secondary antibody (SouthernBiotech; Goat anti-mouse Ig, 1010-04) conjugated to alkaline phosphatase was diluted 1:500 in PBS and 100 μl added for 1 h at room temperature. Plates were then washed five times in PBS-T and 5-Bromo-4-chloro-3-indolyl phosphate reagent (SouthernBiotech; 0302-01) was added to each well for 15 min to allow spots to develop. Finally, plates were washed four times in H_2_O and allowed to dry completely before imaging. All samples and all dilutions were performed in technical duplicates. Spots were imaged using a ImmunoSpot S6 ULTIMATE Analyzer (Cellular Technology Limited) and quantified using ImmunoSpot software v5.0.9.21.

### Ex vivo B-cell differentiation

Cells were sorted and resuspended in B-cell media containing 20 mg/ml *Escherichia coli* O111:B4 derived LPS (Sigma-Aldrich; L2630), 5 ng/ml IL-5 (eBioscience; 14-8051), and 20 ng/ml IL-2 (eBioscience; 14-8021).

### ELISA

Flat-bottomed ELISA plates (Sigma-Aldrich; M9410) were coated with goat anti-mouse Ig (Southern Biotechnology; 1010-01) overnight at 4 °C. Plates were then washed (1X PBS containing 0.05% Tween-20), blocked with 1% nonfat dry milk, and incubated with a series of diluted samples or purified mouse IgM (Southern Biotechnology; 5300-01B). Plates were then washed, incubated with 1:1000 diluted HRP-conjugated goat anti-mouse IgM (Southern Biotechnology; 1021-05), washed, and incubated with tetramethylbenzidine ELISA peroxidase substrate (Rockland; TMBE-1000) for 20 min at room temperature (50 μl/well). 50 μl of 0.2 M sulfuric acid was applied to each well to quench the reaction. All incubations were performed for 1 h at room temperature unless stated otherwise. Plates were read using a BioTek ELx800 Absorbance Microplate Reader using BioTek Gen5 Microplate Reader Software v3.02.

### Bulk RNA sequencing

For each sample, 1000 cells were sorted into 300 μl of RLT buffer (Qiagen; 79216) containing 1% BME. RNA was extracted using the Quick-RNA Microprep kit (Zymo Research; R1050) and all purified RNA was used as input for the SMART-seq v4 cDNA synthesis kit (Takara; 634894) with 12 cycles of PCR amplification. 400 pg of cDNA was used as input for the NexteraXT kit (Illumina) using 12 cycles of PCR amplification. Final libraries were quantitated by qPCR, size distributions determined by bioanalyzer, pooled at equimolar ratios, and sequenced at the New York University Genome Technology Center on a HiSeq3000 using a PE50 run.

### Bulk RNA sequencing analysis

Raw sequencing reads were mapped to the mm9 genome using TopHat2 v2.0.13^55^ with the UCSC KnownGene reference transcriptome^56^ and the ERCC spike-in RNA controls^57^. Duplicate reads were marked by PICARD v1.127 (http://broadinstitute.github.io/picard/) and removed from downstream analysis. Reads overlapping exons of each ENTREZ gene and the ERCC transcripts were summarized and normalized to fragments per kilobase per million using GenomicRanges v1.34^58^ and custom R v3.5.2 scripts. Genes with at least three reads per million in all samples for at least one group were considered detected and resulted in 10,532 expressed genes. All detected genes were used as input for edgeR v3.24.3^59^ and genes with an absolute log_2_ fold change > 1 and Benjamini–Hochberg FDR < 0.05 were considered significantly differentially expressed. PCA was performed using vegan v2.5.5 and the indicated *z*-score normalized gene list. mRNA molecules per cell normalization was computed as follows^16^ with normalized mRNA content representing the sum total of all mRNA molecules in each sample:

$$\frac{{\rm{mRNA}}_{{\rm{gene}}\,{\rm{A}}}}{{\rm{Cell}}} = \frac{{\rm{FPKM}}_{{\rm{gene}}\,{\rm{A}}}}{ {\rm{No. of}}\,{\rm{cells}}} \times \frac{\sum {\rm{molecules}}_{{\rm{ERCC}}}}{\sum {\rm{FPKM}}_{{\rm{ERCC}} }}.$$

### Single-cell RNA sequencing and data processing

scRNA sequencing was performed using the 5′ scRNA-seq platform (10X Genomics). For each sample an estimated 17,400 cells were used as input for GEM generation and libraries prepared using the recommended protocol. Illumina bcl files were processed and mapped to the mm10 genome using CellRanger v2.1.1 and each biological replicate aggregated for downstream analysis using the “aggr” function in CellRanger with the default parameters. Aggregated data were analyzed using Monocle2 v2.9.0^31^. For *t*-SNE dimension reduction the following parameters were used: max_components = 2, norm_method = “log,” num_dim = 10, perplexity = 30. Assignment of cells to clusters was performed using the default rho and delta thresholds determined by the “plot_rho_delta” function. To determine DEG between clusters the “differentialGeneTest” function with the “fullModelFormulaStr” option was used. The top 1000 DEG ranked by FDR *q* value was used in the sc trajectory analysis with the “orderCells” function with default parameters and dimensional reduction performed using the “DDRTree” function.

### MAGIC transformation of UMI transcript counts

For MAGIC normalization^60^ the Rmagic v1.3.0R/Bioconductor package was used. The UMI gene expression matrix was exported from the Monocle CellDataSet object using the “exprs” function. Genes that were expressed in <10 cells and cells with <1000 total UMI were removed from the analysis. The data were normalized for library size and square root transformed and the resulting matrix was used as input for the “magic” function using the “genes = all_genes” parameter.

### SCENIC transcription factor activity prediction

The SCENIC v1.1.1R/Bioconductor package^35^ was used to predict transcription factor activity in each cell using the mm10 version of the cisTarget database (https://resources.aertslab.org/cistarget/). The UMI gene expression matrix was filtered using the “geneFiltering” function with the parameters minCountsPerGene = 10 and minSamples = 9 and the resulting matrix log_2_ transformed. Next, all subsequent steps of Genie3 and SCENIC were run with the default parameters. The resulting output file “regulonTargetsInfo.tsv” file was used to identify transcription factor target genes. The correlation of SCENIC activity score and expression was calculated using the “cor” function with the Pearson method in R.

### KNN classification of single cells with bulk RNA-seq data

KNN classification was performed using the FNN v1.1.2.1R package. The UMI gene expression matrix was merged with reads per million normalized bulk RNA-seq datasets using gene symbol as unique identifiers. The combined data were quantile normalized using “normalize.quantiles” function in the preprocessCore v1.40.0 package. Next, to assign bulk RNA-seq to sc, the “knn” function was run using the bulk RNA-seq samples as a training set, sc as the testing set, and the K was set to the number of replicates in bulk the RNA-seq experiments. The resulting cell assignments were appended to the pData table associated with the Monocle CellDataSet object. For assignment of IRF4^−/−^ cells to WT scRNA-seq clusters the UMI matrices containing each cell were merged using the gene symbol and quantile normalized. The “knn” function was run using the WT cells as the training set, the IRF4^−/−^ cells as the testing set, and the K was set to 11. The IRF4^−/−^ cells were then annotated with the WT cluster of the cell they were assigned.

### scRNA-seq data display

For all data display, the MAGIC^60^ transformed gene expression data were used. For GSEA^32^ between clusters, all detected genes were ranked by multiplying the *P* value derived from the Monocle “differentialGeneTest” function by the sign of the fold change (i.e., positive or negative) between the two clusters. The resulting list was used in a GSEA PreRanked analysis. All indicated gene sets were derived from the Molecular Signatures Database^32^ except the ER chaperones, co-chaperones, and folding enzymes gene set, which was previously described^34^. For gene set activity plots, the mean expression cubed of all leading edge genes was computed and visualized as a projection on the *t*-SNE plot. For BATF transcription factor activity, the mean expression cubed of all target genes predicted by SCENIC was computed and visualized as above. All other data display was performed using custom R/Bioconductor scripts that are available upon request.

### Statistics

All statistical analyses were performed with GraphPad Prism v6.0c or v8.4.1, Microsoft Excel v14.5.7 or v16.36, and R/Bioconductor v3.5.2. The exact statistical test, number of tails, group size, and number of experimental repeats for each figure are detailed in the legend. *P* values or where indicated multiple hypothesis testing corrected *P* values < 0.05 were considered significant. For differential gene expression a combination of fold change and false-discovery rate corrected *P* values was used to determine significance.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

All sequencing data have been deposited in NCBI Gene Expression Omnibus (GEO) under the accession codes GSE136275 (Bulk RNA-seq) and GSE136376 (scRNA-seq). Source data are provided with this paper.

## Source data

Source Data

## Code availability

Code and data processing scripts are available from the corresponding author upon request and at https://github.com/cdschar/scRNAseq_NatComm2020. Source data are provided with this paper.

# Supplementary material for: Antibody-secreting cell destiny emerges during the initial stages of B-cell activation
**Source:** Nat Commun. 2020 Aug 10;11:3989. doi: 10.1038/s41467-020-17798-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Detailed list of all antibody/stains used in flow cytometry, ELISA, and ELISPOT experiments. List includes information about antibody clones, company, catalog numbers, dilutions, and specific notes when necessary for clarity.

How the deposited data were processed for this re-analysis (not part of the article)

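RNA-seq of sorted B cells was analysed from 34 libraries in 11 groups: Ctrl cells of divisions 0, 1, 3 and 5, Ctrl 8− and 8+ cells, and BcKO cells of divisions 0, 1, 3, 5 and 8−. Group and division were taken from the sample labels and checked against the group sizes in the legend to Fig. 3, and the libraries were joined to the table by the names of its columns, of which 0 were left unused. The FPKM of Prdm1, Xbp1, Irf4 and Ell2 in the table were compared with the paper's Source Data, and 136 of 136 values lay within 0.01 of each other.

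The authors made the deposited FPKM values by mapping reads to the mm9 genome with TopHat2 v2.0.13, marking and removing duplicates with PICARD v1.127, and summing reads over the exons of each gene with GenomicRanges v1.34 and R v3.5.2. They kept genes with at least 3 reads per 1000000 in every library of at least 1 group, which left 10532 genes. The authors tested differences with edgeR on their counts. Counts, read totals and the spike-in transcripts were not used here, so neither a count test nor the total mRNA content was computed. Removal of duplicates and division by the total of each library act on abundant genes and on groups in which a few genes take a large share. FPKM are relative to the library, so a change in the total RNA per cell cannot be seen in them. The depth is unknown, and no interval that needs counts is given. The values have 3 decimals, and between 0 and 57 genes per library were listed at 0. In the table 34 genes without a symbol were named by their Entrez number. Coordinates are not given, because the reference used here is of another build than mm9.

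From these values, log2(FPKM + 1) was computed and a linear model with a mean for each group was fitted with limma v3.58.1 in R v4.3.3, with moderated variances that follow the mean expression (23 residual degrees of freedom, median prior 5.34). P-values were adjusted by Benjamini-Hochberg over all 10532 genes, and genes were called at an adjusted p below 0.05 and an absolute log2 fold change above 1. Comparisons were BcKO against Ctrl in each division, the change of that difference from division 5 to 8−, 8− against division 5 within each genotype, and Ctrl 8+ against Ctrl 8− and Ctrl division 5. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over 16 lists. Single genes were also compared by exact permutation of the libraries. Principal components were computed on z-scores. Plots were drawn with matplotlib v3.10.9.

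The thresholds, groups, lists, alternatives and the rule for the genes named were fixed before the data were examined, except where the closing part says otherwise. The lists were antibody-secreting cell factors and markers, endoplasmic reticulum chaperones and unfolded protein response, secretory pathway, B cell identity, MHC class II, targets repressed by BLIMP-1, activated B cell, MYC targets and ribosome biogenesis, oxidative phosphorylation, cell cycle, inflammatory response of the non-ASC branch, stress of cell handling, and markers of T cells, myeloid cells, dendritic and NK cells, and erythroid cells or platelets. They were written from textbook knowledge and from genes the paper names, in part for its single-cell data. Some lists share genes, and most targets repressed by BLIMP-1 are also in the B cell identity list. Results of such lists are not independent. Flt3, Cd2 and other markers of the last 4 lists are also expressed by B cells. Genes were named if the paper names them, if they were among the 12 largest called changes per direction with no overlap between the groups' FPKM, if they were called in divisions 0 to 5, or if they were the called members with the 4 largest changes in a list (the member with the smallest p where none was called). The values of Prdm1, Xbp1, Irf4 and Ell2 and the bars of Fig. 3c had been seen in the paper before. S1pr4, Cd9, S100a10, Hid1, Stom, Grip2, Tcp11l2 and Rdh12 in 8− cells, and Mzb1 and Sec11c in the closing part, were named outside that rule, after their values were seen.

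The labels give the mouse of each library, and libraries of the same mouse are paired across divisions. Deviations from the group means correlated by 0.173 on average between libraries of the same mouse (67 pairs, 45 above 0.1) and by −0.068 between libraries of different mice of the same genotype (170 pairs). Genotypes do not share mice, so a comparison of BcKO with Ctrl within a division holds a different mouse in each library. The alternatives were other pseudocounts (0.1 and 0.5), 3 other scalings, a filter on genes with a mean FPKM below 1, fits of the compared groups alone, robust variances, library weights, the sex of the mouse as labelled as a covariate, the mouse as a block, calls without the fold threshold and leaving out each library in turn.

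The procedure was tested on simulated data with the real mean and spread of each of the 10532 genes, in which 200 genes were changed. At a log2 change of 1.2, 92.9% of changed genes were recovered with the group sizes of 8− (4 against 2), 90.0% with those of division 5 (4 against 3) and 95.3% with those of 8+ against division 5 (3 against 3). At a log2 change of 2 these shares were 98.5%, 98.6% and 100%. The changed genes were drawn only from those with a mean log2(FPKM + 1) above 1. The noise was normal and independent between libraries. These shares therefore do not hold for genes of low expression, and they leave out the correlation between libraries of the same mouse.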

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

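The tests of carried-over CD138+ cells that split the genes lower in BcKO 8− cells by their level in 8+ cells or used abundant 8+ genes, the tests of earlier divisions and the comparison of the change from division 5 to 8− between genotypes were chosen only after the results they bear on were seen, while the counts over other splits of the libraries were planned.

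The genotype difference was not the same in 8− cells as in division 5 for 9 lists (camera on the change of the difference, adjusted over 16 lists). Antibody-secreting cell factors and markers (adjusted p = 0.000730, 0.167 with an estimated correlation), chaperones and unfolded protein response (0.000478, 0.167 with an estimated correlation), secretory pathway (0.000852, 0.233 with an estimated correlation), MYC targets (0.000162, 0.430 with an estimated correlation), myeloid markers (0.0132, 0.368 with an estimated correlation) and dendritic and NK cell markers (0.000649, 0.0332 with an estimated correlation) shifted down in BcKO. B cell identity (0.000730, 0.368 with an estimated correlation), targets repressed by BLIMP-1 (0.0177, 0.350 with an estimated correlation) and oxidative phosphorylation (0.00776, 0.795 with an estimated correlation) shifted up. Most targets repressed by BLIMP-1 are also in the B cell identity list. The list of antibody-secreting cell factors holds Prdm1, Xbp1, Irf4 and Ell2, whose values had been seen in the paper before. Only the dendritic and NK cell markers held with an estimated correlation, and their 4 genes include Flt3, which B cells express here at an FPKM of 98.3 in Ctrl division 5.

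The paper names 1 of the 31 genes called between BcKO and Ctrl in 8− cells, Prdm1, and does not name the other 30. Of 15 splits of these 6 libraries into 4 and 2, the real one gave 31 genes and the highest other 0, which are too few splits for a share under 0.05. In division 5 the real count and the highest other were 0, so that 35 of 35 splits were as large by necessity and nothing follows from them. In division 3 the real split gave 1 gene and the highest of the other 34 splits 0 (1 of 35 splits as large). That gene, S100a6, lay close to the threshold. It was kept under quantile normalization, but with a pseudocount of 0.5 or robust variances the count was 0. The split therefore says little about division 3.

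For the 13 genes lower in BcKO 8− cells, a technical explanation is that a few CD138+ cells were carried into the sort of Ctrl 8− cells, since the paper finds no CD138+ cells in BcKO. Coro2a, Il2rb and Sdc4, 23.1% of the 13 genes, would need a mean share of 0.526 or more of the Ctrl 8+ level or cannot be supplied by it. This argues against carry-over for them, since Il2rb has a lower FPKM in 8+ cells (13.5) than in Ctrl 8−. Levels of 20 abundant 8+ genes also argue against it. These genes were called higher in Ctrl 8+ than in division 5 and had the largest FPKM gaps between Ctrl 8+ and BcKO 8−. Of them, 12 in the Ctrl library of mouse 2010 and 19 in that of mouse 2016 fall short. They lie below the level that the lowest share needed there (0.409 and 0.643) would bring. For the 10 genes that are also higher in 8+ cells carry-over stays open. Their shares run from 0.0397 to 0.233, with a highest to lowest ratio of at least 5.15 in both libraries. The 20 abundant 8+ genes, chosen in part by the BcKO 8− values that enter the shares, have a median share of 0.0598. It was 0.0824 in the library of mouse 2010, with 19 of 20 above 0. In that of mouse 2016 it was 0.0234, with 14 of 20 above 0. Jchain (−0.00879), Mzb1 (−0.0319) and Sec11c (−0.0171) have none. Whether the animals differ alike in every division is not decided. The median ratio to the 8− value is at most 0.192 in divisions 0, 1 and 3, but the genes were chosen for their size in 8−. Mouse 2016, which gave a Ctrl 8− library, gave none in divisions 0 and 1. A lasting difference of that mouse could not show there. Division 3 held all mice of the 8− comparison and Ctrl mouse 2015, and its median ratio was 0.192. A difference of the size in 8− thus did not show in division 3. The biological alternative, a dependence on BLIMP-1 that starts before 8−, may account for the direction of 13 of 13 genes in division 5, but 13 had it in division 3 and 10 in divisions 0 and 1, most mice gave libraries to several of these divisions and 4 of the 13 are near-identical copies.

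For the 18 genes higher in BcKO 8− cells, the level in Ctrl is lower by a median of 0.637 of the BcKO level. This fall decides nothing by itself, since a call at a log2 fold change above 1 already sets it above the share of 0.3 assumed as the most that could be carried over. Such a share of CD138+ cells would also bring their abundant transcripts. Of the 20 abundant 8+ genes above, 17 in the Ctrl library of mouse 2010 and 20 in that of mouse 2016 fall short. They lie below the level that the median fall there (0.502 and 0.780) needs, which argues against carry-over as the whole cause. The median ratio to the 8− value is at most 0.323 in divisions 0, 1 and 3. It does not decide on a constant difference between the animals, because the genes were chosen in 8− and mouse 2016 gave no library in divisions 0 and 1. The value of 0.323 is that of division 3, which held all mice of the 8− comparison and Ctrl mouse 2015. A difference of the size in 8− thus did not show in division 3. In division 5, 17 of 18 had the direction of 8−, but estimates above 0 were also seen for 18 of 18 in division 0 and 17 of 18 in division 3, so a start in division 5 cannot be told apart from an earlier one.

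The paper does not report BcKO 8− against BcKO division 5, where 263 genes were called. Of 35 splits of these 8 libraries 1, the real one, gave a count as large, and the highest other gave 20, which was also the highest among the 8 splits that part all 4 mice. For the genes called in Ctrl, the BcKO change had a median ratio of 0.881 to the Ctrl change. Among cells that stayed CD138−, most of the Ctrl change from division 5 to 8− was thus also seen in BcKO. Both groups were sorted as CD138−, so Ctrl cells that had become CD138+ are left out. How far the change to division 8 needs BLIMP-1 is therefore not decided. The contribution of RNA content and cell size, which FPKM do not hold, also remains open. For Ctrl 8+ against division 5 the real split gave 2349 genes and the highest other 0 of 10 splits, which are too few for a share under 0.05.

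The paper does not name 3 of the 4 genes called in divisions 0 to 5, Zap70, S1pr2 and S100a6. Among 53 pairs of a named gene and a BcKO group of 4 libraries, 0 held an outlying library by Dixon's test. Chance gives about 1 in 20 (2.65 pairs). Many of these genes were called in 8−, and a call favours genes with a small spread. The 2 Ctrl 8− libraries, on which those calls rest, could not be checked in this way.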

How the results depend on the processing

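All alternatives were set before the data were examined except the fit without the mice whose sex label goes against Ddx3y, which was chosen after seeing the data. The sex covariate used the labels, which Ddx3y contradicts for 2 of the 4 BcKO mice, so it is no full adjustment for sex. The count of 31 genes in 8− was 28 to 45 under the other pseudocounts, scalings, filter, variances, weights, sex covariate and block, was 21 with only the compared groups, and moved to 120 at an adjusted p alone and to 15 without the sex-label mice (15 of the 31). Leaving out single libraries gave 9 to 78 in 8−, 0 to 258 in division 0, 0 to 7 in division 1, 0 to 4 in division 3, 0 to 1 in division 5 and 0 to 5 for 8− against division 5. In division 0 (1 gene) the count was 3 with pseudocount 0.1, 2 with 0.5, 0 with median-of-ratios scaling, 0 with quantile normalization, 3 with FPKM rescaled to a common sum, 0 with the filter on mean FPKM, 0 with only the compared groups, 0 with array weights, 2 with sex as a covariate, 2 with the replicate block and 5 at an adjusted p alone. In division 1 (2 genes) it was 1 with pseudocount 0.1, 1 with only the compared groups, 0 with array weights, 3 with the replicate block and 7 at an adjusted p alone. In division 3 (1 gene) it was 0 with pseudocounts 0.1 and 0.5, with the rescaled sum, with only the compared groups and with robust variances, 2 with sex and 4 at an adjusted p alone, and in division 5 (0 genes) 1 at an adjusted p alone. For 8− against division 5 (0 genes) it was 3 with array weights, 1 with sex and 2 with the replicate block as a random effect. Between divisions, pseudocount 0.1 gave 591 genes for Ctrl 8− against division 5 and 526 for BcKO, and an adjusted p alone gave 3054, 3742, 4660 (Ctrl 8+ against 8−) and 7014 (Ctrl 8+ against division 5). The adjusted p alone drops the fold threshold, and the cause of the other moves was not tested.

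Irf4 in 8− passed both thresholds only without the Ctrl library of mouse 2016 (−1.05), with −1.05 to −0.32 over single libraries left out. Prdm1, Xbp1, Ell2 and Cd19 kept an adjusted p below 0.05 in 18 of 18 alternatives. With an estimated correlation, 3 of the 7 lists passed in 8− and 7 of the 13 for 8+ against division 5. The oxidative phosphorylation list reversed for 8+ against division 5 under quantile normalization (adjusted p = 0.493) and in 8− without the Ctrl library of mouse 2010 (0.833), and the myeloid markers reversed in 8− without Ctrl 8− replicate 2016 (0.043). Over single libraries left out, the adjusted p in 8− ran from 5.38e-06 (without Ctrl 8− replicate 2016) to 0.833 for oxidative phosphorylation and from 0.00738 (without Ctrl 8− replicate 2010) to 0.865 (without BcKO 8− replicate 2012) for the myeloid markers. Of 320 list values under alternatives, these 3 reversed, 282 kept their side and direction, 17 lost the call, 10 gained it and 8 changed sign without a call. The overlap with 8+ against division 5 at an adjusted p alone was 20 genes (10.2 expected of independent lists) and 54 (32.6 expected), a smaller excess than for the called genes, with 13 and 16 genes changed in the same direction. The ratio of distances was 0.946 with all genes, 2.52 without scaling and 3.02 without 8+ libraries. Of 5277 values of named genes, 5102 kept their side of the threshold and direction, 127 were no longer past it, 15 were newly past it, 33 changed sign without a call and 0 called values reversed. Scalings shifted the median gene of 8+ against division 5 by 0.14 (median-of-ratios) and 0.20 (quantile) and of 8+ against 8− by 0.10 and 0.14. With the mouse as a random effect 8− gave 30 genes (29 of the 31), and Ctrl 8− against division 5 gave 322 in place of 308. The only named gene whose call changed with the mouse as a block was Pax5 in Ctrl 8− against division 5 (−0.97 with a fixed effect), and lists were not tested with the block. A group left with 1 library is assumed to vary like the other groups. Count tests and total mRNA from spike-ins were not run, and since depth is unknown, its effect on low genes such as Zap70 and Prdm1 could not be measured.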

Differences from the paper's values

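The bars of Fig. 3c give about 15 differentially expressed genes in division 0, about 11 in division 1, about 19 in division 3, about 7 in division 5 and about 220 in 8− (read by eye, both directions added and rounded to 2 digits), where limma on FPKM at the same thresholds gave 1, 2, 1, 0 and 31. None of the alternatives set before the data were examined came within 1.5 times the paper's values. They ranged from 0 to 258 in division 0, 0 to 7 in division 1, 0 to 4 in division 3, 0 to 1 in division 5 and 9 to 120 in 8−. The authors tested counts, which were not analysed here. In both sets of values 8− cells hold the highest count.

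The paper states that Prdm1 is detected from 8− cells on. Its FPKM was above 0 in every Ctrl library of the earlier divisions, at 0.414 or more. An FPKM above 0 is not the authors' filter on reads. Ctrl and BcKO libraries overlapped in division 1 (0.439 to 1.409 against 0.201 to 0.691) and division 3 (0.414 to 1.788 against 0.475 to 1.029). The values there thus do not set Ctrl apart from cells with Prdm1 deleted. Every Ctrl library lay above every BcKO library in division 0 (lowest 0.755 against highest 0.75) and division 5 (2.285 against 1.03). The Ctrl mean was 2.40 in division 5 and rose to 7.00 in 8− and 44.2 in 8+.

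Fig. 3e marks Prdm1, Xbp1, Irf4 and Ell2 as different between the genotypes in 8− cells. Here Prdm1, Xbp1 and Ell2 had adjusted p of 0.00034, 0.00071 and 0.002, of which Prdm1 passed the fold threshold as well, while Irf4 had 0.072. The adjusted p of Irf4 lay below 0.05 with median-of-ratios scaling, with array weights, with the mouse as a random effect, without the BcKO library of mouse 2014 and without the Ctrl library of mouse 2016, 5 of the 18 alternatives, over a range of 0.0130 to 0.809.

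The paper describes the largest variation between genotypes on its principal components in 8− cells. The called genes give this order, with distances of 8.52 in 8− and at most 3.07 before. Since 31 of these 34 genes were called in 8−, their choice favours that order, which is no independent check. Over all genes division 0 had 10.5 and 8− had 9.90.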

Other observations

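Many genes changed in CD138− cells of both genotypes from division 5 to division 8. S1pr2, a receptor that retains B cells in germinal centres, had an FPKM of 3.57 ± 1.72 (SD, n = 3) in Ctrl division 5 and 33.1 ± 3.59 (n = 2) in Ctrl 8− cells (log2 fold change 2.96) and rose in BcKO to 44.9 ± 16.3 (n = 4, log2 fold change 2.55). Rgs13, a regulator of chemokine receptor signalling, rose by 2.83 in Ctrl and 2.89 in BcKO, Gcsam, a germinal centre signalling protein, by 2.30 and 2.12, and the DNA repair genes Hmces by 2.23 and 2.87 and Neil1 by 2.09 and 2.15. Bcl6, the repressor that directs the germinal centre programme, rose in BcKO by 1.23. Genes that fell in both included Cd83 by −1.67 and −1.64, H2-Oa by −1.70 and −1.71, Icosl by −2.28 and −2.60, the IgE receptor Fcer2a by −2.14 and −2.34, Il12a by −2.33 and −1.90 and the CD100 receptor Cd72 by −1.44 and −1.87. In all, 99 genes rose and 209 fell in Ctrl, and 89 rose and 174 fell in BcKO. Of these 53 rose in both (0.837 expected of independent lists), 132 fell in both (3.45 expected) and 0 changed in opposite directions. All 308 genes called in Ctrl and 262 of the 263 called in BcKO had the same sign in the other genotype, and across genes, which are not independent replicates, Pearson's r was 0.857 and Spearman's rho 0.840. FPKM of the groups did not overlap for 35.8% of genes in BcKO (2.86% expected by chance). Quantile normalization gave 124 genes higher and 168 lower in Ctrl.

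Among the lists not yet described for this change, the 36 MYC targets and genes of ribosome biogenesis had 33 members higher at an adjusted p below 0.05 in Ctrl and 30 in BcKO, with 0 past the fold threshold (camera, adjusted p = 3.97e-17 and 2.92e-13, and 0.0465 and 0.0685 with an estimated correlation). Of 16 genes of MHC class II, 3 fell in Ctrl and 4 in BcKO, with the class II regulator Ciita at −1.08 in BcKO (7.08e-11 and 3.01e-10, and 0.00107 and 0.00140 with an estimated correlation). Of 33 B cell identity genes, 8 fell in Ctrl and 4 fell and 1 rose in BcKO (2.91e-12 and 4.13e-09, and 0.0360 and 0.0645 with an estimated correlation). Flt3, Prf1 and Itgax, the 3 of 4 dendritic and NK cell markers called in BcKO, fell by −1.54, −1.33 and −1.22, and Flt3 by −1.26 in Ctrl (0.0382 in Ctrl and 0.000368 in BcKO, and 0.0930 and 0.0193 with an estimated correlation). Oxidative phosphorylation (0.000355 and 2.42e-08, and 0.496 and 0.315 with an estimated correlation) and the cell cycle (0.000355 and 0.000159, and 0.395 and 0.324 with an estimated correlation) rose as groups. Targets repressed by BLIMP-1 (0.00124 and 0.0207, and 0.0645 and 0.198 with an estimated correlation), activated B cell genes (0.00616 and 0.00502, and 0.0465 and 0.0513 with an estimated correlation), the inflammatory response of the non-ASC branch (0.000355 and 0.000381, and 0.0512 and 0.0649 with an estimated correlation) and T cell markers (0.0260 and 0.00653, and 0.0512 and 0.0368 with an estimated correlation) fell as groups. These counts were the same when adjusted over the list alone.

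In Ctrl cells that became CD138+, B cell genes fell. From division 5 to 8+, 769 genes rose and 1580 fell (quantile normalization 963 and 1112, median-of-ratios 1030 and 1351), and 73.7% of genes did not overlap (10.0% expected by chance). From 8− to 8+, 482 rose and 929 fell (quantile normalization 556 and 666). Spib, Cd22 and Pax5 fell by −6.26, −5.67 and −4.01, the cytidine deaminase Aicda from 49.3 ± 9.47 to 0.434 ± 0.239 (n = 3 each), and Ccr6, a chemokine receptor, by −6.74. Of 33 B cell identity genes 29 fell, of 16 genes of MHC class II 12, of 12 targets repressed by BLIMP-1 11 and of 19 activated B cell genes 11 (12 when adjusted over the list alone, the other counts being the same). Of 26 genes of the inflammatory response of the non-ASC branch 16 fell and 3 rose (camera, adjusted p = 0.00667, and 0.129 with an estimated correlation), with Sell at −4.50 and Il10ra at −4.11. Among stress genes 4 rose and 1 fell (0.00753, and 0.0731 with an estimated correlation), with Egr1 at 2.05. Of the MYC targets 6 rose, with Srm at 1.90 (6.28e-12, and 0.0859 with an estimated correlation), of the cell cycle genes 4, with Ccne2 at 1.59 (0.00150, and 0.400 with an estimated correlation), and of oxidative phosphorylation 0 by limma, with 21 higher and 4 lower at an adjusted p below 0.05 and 21 of 63 estimates below 0 (0.00298, and 0.522 with an estimated correlation). Of the markers of other cells, Cd28 rose by 2.91 and Lck, Cd2 and Cd5 fell (T cells, 0.160), Tyrobp, Itgam and Cd68 fell (myeloid, 0.160), Flt3, Itgax and Prf1 fell (dendritic and NK, 0.0126, and 0.0594 with an estimated correlation) and Hbb-b1, Hbb-bs and Car2 fell (erythroid and platelet, 0.0512).

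The sex in the labels does not match the Y-linked gene Ddx3y for 2 BcKO mice. The 5 libraries of mouse 2012, labelled male, had an FPKM of 0 to 0.05, and the 5 of mouse 2014, labelled female, 20.1 to 37.0. The other males had 25.2 or more and the other females 0.943 or less.  Without both mice the count in 8− was 15, with 15 of the 31 genes.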
